# Retinoblastoma protein regulates carcinogen susceptibility at heterochromatic cancer driver loci

**DOI:** 10.26508/lsa.202101134

**Published:** 2022-01-04

**Authors:** Ka Man Wong, Devin A King, Erin K Schwartz, Rafael E Herrera, Ashby J Morrison

## Abstract

Carcinogenic insult, such as UV light exposure, creates DNA lesions that evolve into mutations if left unrepaired. These resulting mutations can contribute to carcinogenesis and drive malignant phenotypes. Susceptibility to carcinogens (i.e., the propensity to form a carcinogen-induced DNA lesion) is regulated by both genetic and epigenetic factors. Importantly, carcinogen susceptibility is a critical contributor to cancer mutagenesis. It is known that mutations can be prevented by tumor suppressor regulation of DNA damage response pathways; however, their roles carcinogen susceptibility have not yet been reported. In this study, we reveal that the retinoblastoma (RB1) tumor suppressor regulates UV susceptibility across broad regions of the genome. In particular, centromere and telomere-proximal regions exhibit significant increases in UV lesion susceptibility when *RB1* is deleted. Several cancer-related genes are located within genomic regions of increased susceptibility, including telomerase reverse transcriptase, *TERT*, thereby accelerating mutagenic potential in cancers with RB1 pathway alterations. These findings reveal novel genome stability mechanisms of a tumor suppressor and uncover new pathways to accumulate mutations during cancer evolution.

## Abstract (precis)

The retinoblastoma protein regulates mutagenic potential via control of UV-induced DNA lesion acquisition, thus revealing novel mechanisms that contribute to its tumor suppressor capabilities.

## Introduction

Loss of tumor suppressor function is a fundamental characteristic of malignancy. Tumor suppressors regulate proliferation, senescence, and apoptotic pathways through a variety of mechanisms that sense extracellular environments and intracellular stress signals (Hanahan & Weinberg, 2011). The first identified tumor suppressor was the retinoblastoma gene, *RB1*, which causes pediatric malignancy of the eye after biallelic inactivation (Fung et al, 1987; Lee et al, 1987; Horowitz et al, 1989).

RB1 regulates cell cycle progression through its repression of E2F-responsive genes (Weinberg, 1995). It is active in early G1 phase and inactivated via phosphorylation by CDKs during the G1 to S transition to allow expression of genes, such as S-phase cyclins, that promote DNA synthesis and cell growth. CDK inhibitors *CDKN2A*/p16 and *CDKN1A*/p21 can also inhibit phosphorylation of RB1 by binding to and inactivating CDKs, thereby preventing cell cycle progression. This elaborate tumor suppressor-regulated network restricts cell cycle growth and proliferation to favorable environments that promote survival (Weinberg, 1995).

RB1 functions as a transcriptional repressor of cell cycle genes through its association with chromatin modifiers, which effectively inhibits target gene expression (Dick & Rubin, 2013). Specifically, RB1 associates with histone deacetylases, H3K9 and H3K27 methyltransferases, and heterochromatin protein 1 (HP1) to alter the chromatin around target loci (Luo et al, 1998; Nielsen et al, 2001; Morrison et al, 2002; Ishak et al, 2016). Interestingly, RB1 has also been found to regulate constitutive heterochromatin, particularly at centromeres and telomeres, impacting chromatid cohesion and telomere length regulation (García-Cao et al, 2002; Gonzalo et al, 2005; Manning et al, 2010, 2014; Ishak et al, 2016; Gonzalez-Vasconcellos et al, 2017).

Alteration of the RB1 pathway is pervasive in many sporadic cancers (Dyson, 2016). For example, the RB1 pathway is a primary driver of skin cancers, with mutations in *RB1*, *CDKN2A*/p16, *CDKN1A*/p21, *CDKN1B*/p27, *CDKN2B*/p15, *CCNE1*/cyclin E, and *CCND1*/cyclin D, collectively, in 26.4% of melanomas (Hayward et al, 2017). Loss of tumor suppressor function allows unrestricted proliferation and accumulation of genome instabilities that promote malignant transformation (Hanahan & Weinberg, 2011). This transformation can, expectedly, be accelerated in the presence of carcinogens that initiate mutagenesis. Indeed, alteration of the RB1 pathway in mice leads to increases in tumor formation, particularly after exposure to chemical carcinogens and radiation (Serrano et al, 1996; Krimpenfort et al, 2001; Sharpless et al, 2001). For example, *CDKN2A*/p16 deletion leads to increased metastatic melanoma after carcinogen exposure (Krimpenfort et al, 2001).

Cancers initiated by carcinogen exposure, such as skin and lung cancers, are among those with the highest frequency of somatic mutation (Alexandrov et al, 2013). Melanoma, in particular, is caused by UV exposure in sunlight, the most ubiquitous environmental carcinogen. The major classes of DNA lesions induced by UV radiation are cyclobutane pyrimidine dimers (CPDs) and 6–4 photoproducts (6–4PPs) (Douki & Cadet, 2001), which are targeted by nucleotide excision repair pathways, transcription-coupled repair and global genomic repair (Hanawalt & Spivak, 2008). CPDs are the most abundant UV-induced DNA lesion and proposed to be the most mutagenic (You et al, 2001; Jans et al, 2005; Pfeifer & Besaratinia, 2012; Brash, 2015). Interestingly, the distribution of UV-induced mutations is not uniform across melanoma genomes and found to be regulated by regional features surrounding mutation sites, such as base composition and replication timing (Wolfe et al, 1989; Stamatoyannopoulos et al, 2009). Additionally, transcriptionally repressive heterochromatic regions accumulate more mutations than transcriptionally active euchromatin (Schuster-Böckler & Lehner, 2012; Polak et al, 2015), which is contributed by lack of transcription-coupled repair in non-genic regions and inefficient global genomic repair in heterochromatic regions (Hu et al, 2015, 2017).

However, mutation frequency can also be influenced by regional propensity to form UV-induced DNA lesions (i.e., susceptibility), which precedes repair. Formation of these UV-induced DNA lesions is the initial step of mutagenesis, and thus, essential for establishing mutagenic potential throughout the genome. Interestingly, published data from our laboratory demonstrates that epigenomic features, such as repeat-rich heterochromatin, influence the abundance of ultraviolet CPD lesion formation across the genomes of primary cells (García-Nieto et al, 2017). In these assays, cells were exposed to brief (less than 10 s) dose of UV light then immediately lysed and purified DNA for immunoprecipitation (IP) with CPD-specific antibodies. Repair of CPD lesions is marginally detectable (<5% of all lesions) within 1 h after UV exposure (Moser et al, 2005; Verbruggen et al, 2014; Adar et al, 2016), thus these assays are designed to measure acute UV-mediated DNA lesion formation rather than repair kinetics.

Surprisingly, we found that DNase I–hypersensitive, gene-dense regions with active transcription, are among the chromatin states that are the least UV susceptible (García-Nieto et al, 2017). Conversely, DNase I–protected heterochromatin with repressed transcription is more susceptible to UV compared with the genome-wide average. Importantly, these trends in UV susceptibility are still observed when corrected for dipyrimidine frequency. Thus, susceptibility is not solely driven by base composition, but can be regulated by epigenetic features. Notably, UV susceptibility in primary cells closely reflects mutation frequency across the genomes of malignant melanomas, thus susceptibility is a significant contributor to mutagenesis during cancer evolution.

Because of its roles in chromatin regulation and tumor suppression, we investigated whether RB1 could also influence UV susceptibility, a mechanism distinct from its previously characterized roles. Given that heterochromatin features positive correlate with UV susceptibility (García-Nieto et al, 2017), we proposed that loss of RB1-regulated heterochromatin would reduce acquisition of UV lesions in corresponding regions of the genome. However, we found that deregulation of heterochromatin at and around telomeres and centromeres in *RB1* knockout cells correlates with increased susceptibility. Notably, several cancer driver genes are located in these regions of increased susceptibility, such as *TERT*, thereby increasing its mutagenic potential. Correspondingly, *TERT* mutations are significant elevated in melanomas with RB1 pathway alterations.

These results uncover new mechanisms that regulate carcinogen susceptibility. Importantly, this study reveals novel pathways in which tumor suppressors can promote genome stability, and how these pathways can become disrupted to accelerate mutagenesis and malignancy.

## Results

After creation of *RB1* knockout (hereafter referred to as RB1 KO) via CRISPR-Cas9 editing in IMR90 primary cells (Fig 1A), the CPD lesion IP protocol was repeated as previously described (García-Nieto et al, 2017) and shown in Fig 1B. Importantly, before UV exposure, cells were confluent for 2 d to synchronize cells in G1 phase of the cell cycle and avoid cell cycle effects on susceptibility resulting from reduced RB1 function. FACS analysis determined comparable cell cycle occupancy for both cell lines, specifically 79% G1, 4% S-phase, and 18% G2/M for wild-type; and 81% G1, 3% S-phase, and 16% G2/M for RB1 KO cells.

**Figure 1.**
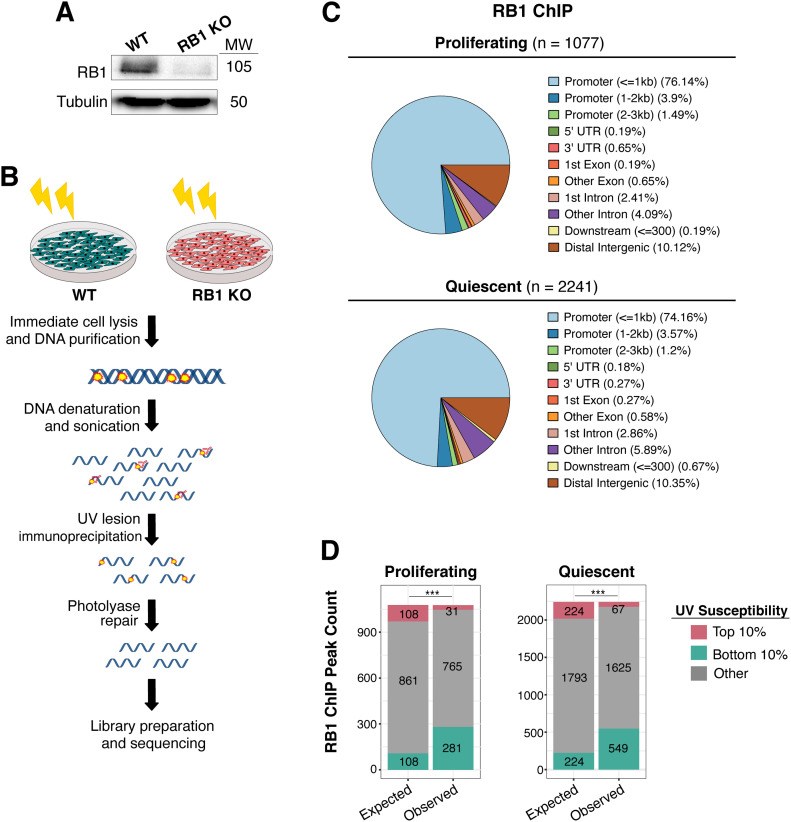
Deletion of *RB1* alters UV susceptibility. **(A)** Western blot of RB1 in *RB1* knockout (RB1 KO) and wild-type (WT) IMR-90 cells. Tubulin was used as loading control. Molecular weight (MW) in kD is shown next to blot. **(B)** Illustration of UV lesion mapping method. Both wild-type and RB1 KO cells were treated with 100 J/m^2^ UVC. Cells were immediately lysed after UV irradiation and DNA was harvested. Purified DNA was then immunoprecipitation with anti-cyclobutane pyrimidine dimer antibody. Immunoprecipitated fragments were then repaired by photolyases prior to library preparation and Illumina sequencing. **(C)** Annotation of previously published RB1 peaks in proliferating and quiescent IMR-90 cells (Chicas et al, 2010). **(D)** Expected versus observed RB1 ChIP-seq peaks in top 10% and bottom 10% UV susceptible genomic regions, in both proliferating and quiescent cells. Expected values were generated based on the null hypothesis that susceptibility change has no association with location of RB1 peaks. Chi-squared test (*P* < 0.001) indicated that there is significant depletion and enrichment of RB1 peaks in top 10% and bottom 10% regions, respectively.

Differences in UV susceptibility between wild-type and RB1 KO cells were first examined at previously published RB1 ChIP-seq binding sites throughout the genome (Chicas et al, 2010). Indicative of its role as a transcription factor of cell cycle genes, RB1 was found to be enriched at promoters in both proliferating (76%) and quiescent (74%) cells (Fig 1C). For both these conditions, the majority of these RB1 binding sites did not overlap with the genomic regions that have significant changes in UV-induced lesions in RB1 KO cells compared with wild-type (Fig 1D). However, there is an enrichment of a minor number of RB1 binding sites in the least (bottom 10%) UV susceptible regions of the genome, and a corresponding reduction of overlap in the most (top 10%) susceptible regions. This is in agreement with previous results demonstrating that gene-rich regions, including those regulated by RB1, are among the most protected against UV-induced damage (García-Nieto et al, 2017); and loss of RB1 function does not significantly increase UV susceptibility in these genic regions.

### RB1 regulates UV susceptibility in heterochromatin regions

However, as previously introduced, RB1 not only regulates cell cycle genes but also heterochromatin features at centromeres (Gonzalo et al, 2005; Isaac et al, 2006; Manning et al, 2010) and telomeres (García-Cao et al, 2002). Specifically, loss of RB1 function is associated with changes in the distribution of both constitutive H3K9me3 and facultative H3K27me3 heterochromatin modifications in these regions (Ishak et al, 2016; Gonzalez-Vasconcellos et al, 2017).

Because UV susceptibility is mechanistically linked to H3K9me3-enriched heterochromatin (García-Nieto et al, 2017), the epigenetic features associated with changes in susceptibility upon RB1 loss were explored. Specifically, UV lesion abundances between wild-type and RB1 KO cells were examined in relation to a variety of histone modifications mapped by the Roadmap Epigenomics Project (Roadmap Epigenomics Consortium et al, 2015). Principal component analysis of genome-wide UV lesion abundances in both wild-type and RB1 KO cells cluster closely with constitutive heterochromatin features, such as H3K9me3 and lamin B1, followed by H3K27me3-enriched chromatin, whereas most euchromatic modifications do not cluster with UV susceptibility (Fig 2A).

**Figure 2.**
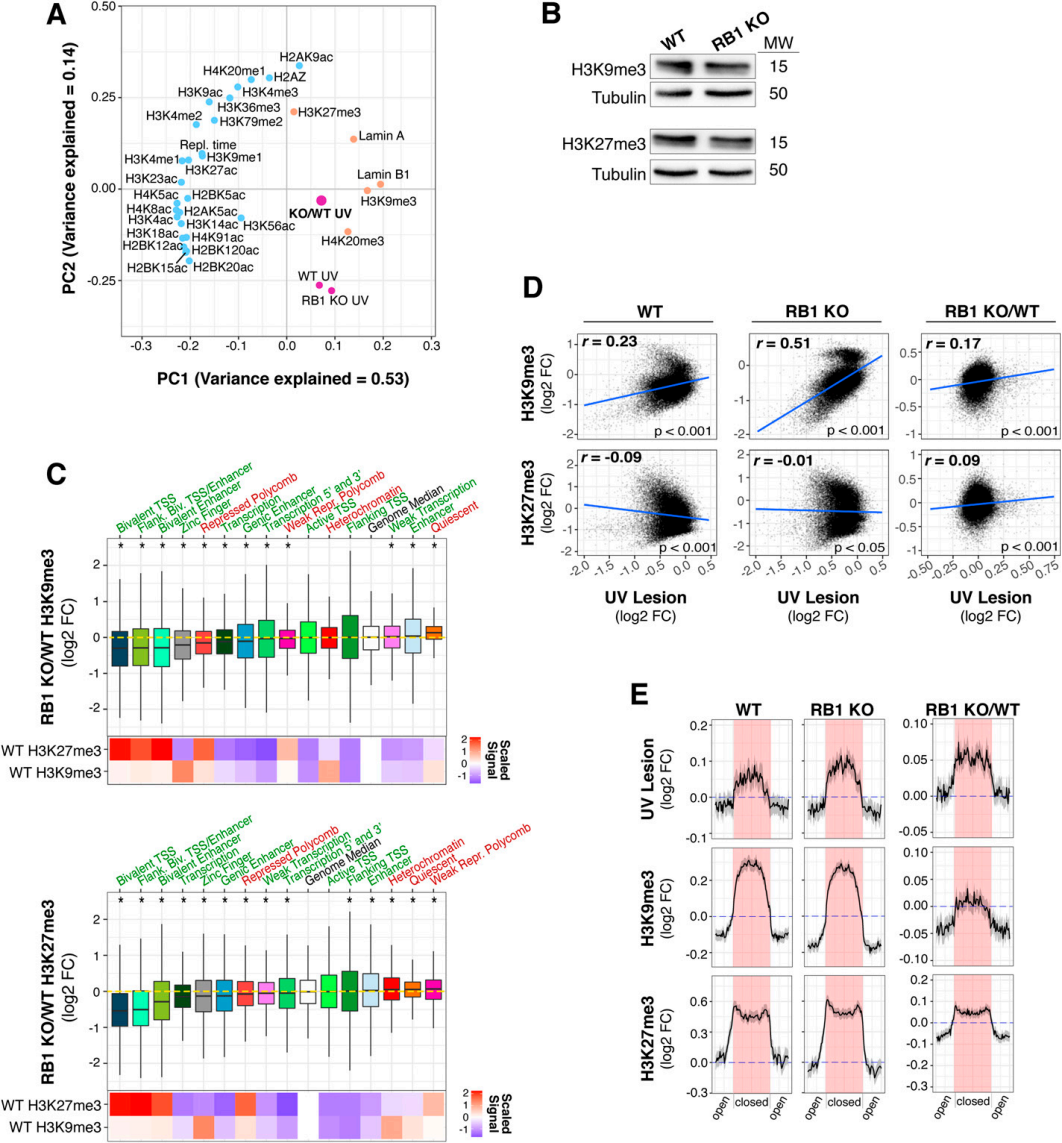
Genome-wide susceptibility changes in RB1 KO cells are associated with heterochromatin alterations. **(A)** Principal component analysis of epigenetic features, replication timing, and UV lesions (UV) in 100 kb bins genome-wide (The ENCODE Project Consortium, 2012; Sadaie et al, 2013; Lund et al, 2014; Roadmap Epigenomics Consortium et al, 2015; Nelson et al, 2016). WT, wild-type; KO, RB1 KO. Variance explained is labelled for principal component 1 (PC1) and PC2. Known euchromatic features are labelled with blue dots, heterochromatic with orange dots, and UV lesions with purple dots. **(B)** Western blot of H3K9me3 and H3K27me3 in *RB1* knockout (RB1 KO) and wild-type (WT) IMR90 cells. Tubulin was used as loading control. Molecular weight (MW) in kD is shown next to blot. **(C)** Box plots of log_2_ fold change (FC) of histone modifications (H3K9me3 and H3K27me3) in RB1 KO compared with WT (RB1 KO/WT) in 15 chromatin states from IMR90, as defined in the Roadmap Epigenomics Consortium et al (2015). TSS, transcriptional start site; Biv., Bivalent; Poly., Polycomb. Known heterochromatic states are labelled in red, euchromatic states are labelled in green. Genome-wide median is labelled by the white box and horizontal yellow dotted line. Statistical outliers were omitted. Mann–Whitney *U* test denotes significantly different (*P* < 0.001) states from the genome median, indicated by *. Heat maps below box plot depict scaled signal of median H3K9me3 and H3K27me3 ChIP signal in each chromatin state. **(D)** Scatter plot (100 kb bins) with spearman correlation of log_2_ FC UV lesion and H3K9me3 and H3K27me3 histone modifications in RB1 KO, WT, and RB1 KO versus WT (RB1 KO/WT). Linear regression line is shown in blue. **(E)** UV lesion, H3K9me3 and H3K27me3 levels in WT A and B Hi-C compartments, previously determined (Fortin & Hansen, 2015), in RB1 KO, WT, and FC of RB1 KO versus WT (RB1 KO/WT). Each compartment was divided into 50 bins for signal calculation. **(A, B)** The closed compartments (B) shaded in red, were aligned in the middle with the adjacent open compartments (A) on each side. The mean signal and 95% confidence interval via bootstrapping (R = 1,000) are in black and grey, respectively.

H3K9me3 and H3K27me3 ChIP-seq was then performed in wild-type and RB1 KO cells to identify chromatin changes that may contribute to altered susceptibility. At a cellular level, no significant differences in these histone marks were observed (Fig 2B). However, compared with wild-type cells, RB1 KO cells exhibit reduced H3K9me3 in several bivalent and zinc finger chromatin states (Fig 2C). These bivalent states are enriched in H3K27me3 and H3K9me3 in wild-type cells (Bernstein et al, 2006; Matsumura et al, 2015), yet in RB1 KO cells, levels were reduced. Conversely, more subtle, yet statistically significant, increases in these heterochromatin marks were identified in the “Quiescent” state for H3K9me3 and “Weak Repressed Polycomb” for H3K27me3. A reduction of repressive marks in RB1 KO cells is consistent with RB1’s association with repressive histone modifiers (Dick & Rubin, 2013), and alterations in bivalent domains is in agreement with the association of RB1 with the EZH2 repressor complex that mediates bivalent domain silencing (Ishak et al, 2016).

Across the genomes of wild-type cells we found a positive correlation between UV susceptibility and H3K9me3, whereas H3K27me3 exhibited a modest negative correlation (Fig 2D, and as previously reported [García-Nieto et al, 2017]). The relationship between susceptibility and H3K9me3 and, to a lesser extent, H3K27me3 was reinforced in RB1 KO cells (Fig 2D).

Interestingly, the link between heterochromatic features and UV susceptibility is strong enough to be observed at the level of topologically associated domains (TADs) composed of insulated heterochromatin and euchromatin compartments, and corresponding histone marks and transcriptional activity (Dixon et al, 2016). Specifically, the heterochromatic compartments of TADs acquire more UV lesions than euchromatic compartments, with a sharp transition between the two (Fig 2E). Notably, in RB1 KO cells this pattern of UV susceptibility is exaggerated with heterochromatic compartments accumulating even more UV lesions, and euchromatic compartments less, than wild-type cells. Euchromatic TAD compartments with decreased susceptibility in RB1 KO cells exhibited corresponding decreases in heterochromatin marks. However, in this analysis, increases in UV susceptibility did not correlate with elevated H3K9me3.

The results in Fig 2 demonstrate that RB1 regulates heterochromatin features, which often correlate with UV susceptibility. In particular, decreases in heterochromatin marks in genic regions correspond to reductions in UV susceptibility. However, increases in susceptibility do not obviously appear to be linked to elevated constitutive heterochromatin features in RB1 KO cells.

### Loss of *RB1* results in elevated UV susceptibility at centromeric and telomeric regions

Because of RB1’s role in modulating the chromatin of centromeric and telomeric repeat regions, UV susceptibility was then investigated in an extensive panel of repeat sequences. Interestingly, a large variation of susceptibility was observed in several repeats (Figs 3A and S1A). Telomeric, centromeric, and satellite repeats, which are enriched around centromeres, exhibited significant increases in susceptibility, whereas L1 repeats exhibited decreased susceptibility.

**Figure 3.**
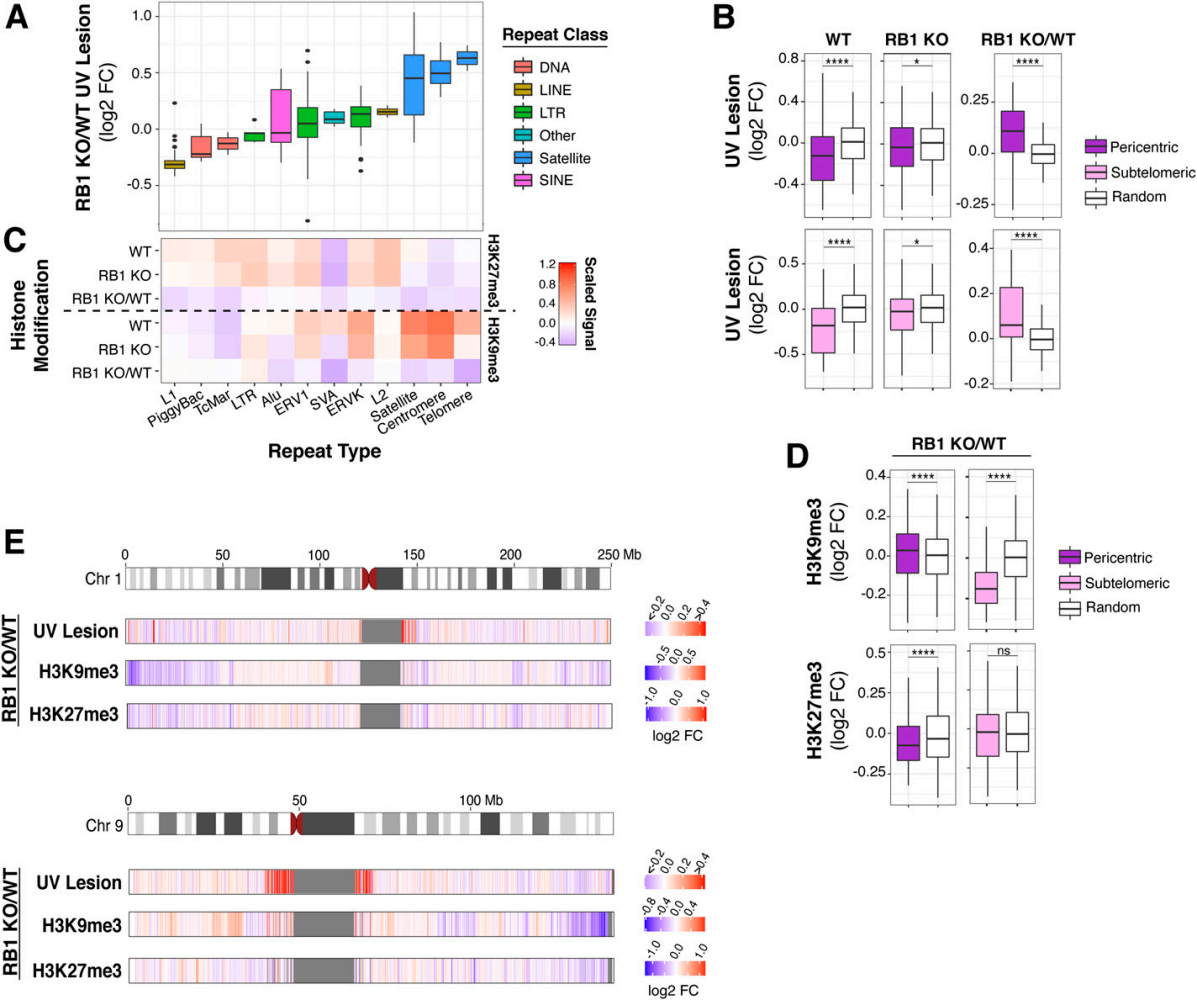
Centromeric and telomeric regions are more susceptible to UV following *RB1* knockout. **(A)** Box plots of UV lesion log_2_ fold change (FC) in RB1 KO cells compared with wild-type (WT) (RB1 KO/WT) in selected families of repeat sequences. **(B)** Box plots of UV lesion abundance in pericentric or subtelomeric regions, defined as 1 Mb bins next to centromeres or 100 kb next to telomeres, in RB1 KO, WT, and RB1 KO/WT FC. Mann–Whitney *U* test indicates significant difference between 1,000 groups of random regions and selected regions (ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). **(C)** Heat map of scaled median H3K9me3 and H3K27me3 ChIP signal for RB1 KO, WT, and RB1 KO/WT FC in selected families of repeat sequences. For each histone modification, the signal is normalized to genome median for visualization. **(D)** Box plots of H3K9me3 and H3K27me3 ChIP signal in pericentric and subtelomeric regions, for RB1 KO, WT, and RB1 KO/WT FC. Mann–Whitney *U* test indicates significant difference between 1,000 groups of random regions and selected regions (ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). **(E)** Heat maps of RB1 KO/WT log_2_ FCs in UV lesion, H3K9me3, and H3K27me3 signal in 100-kb bins along selected chromosomes.

**Figure S1.**
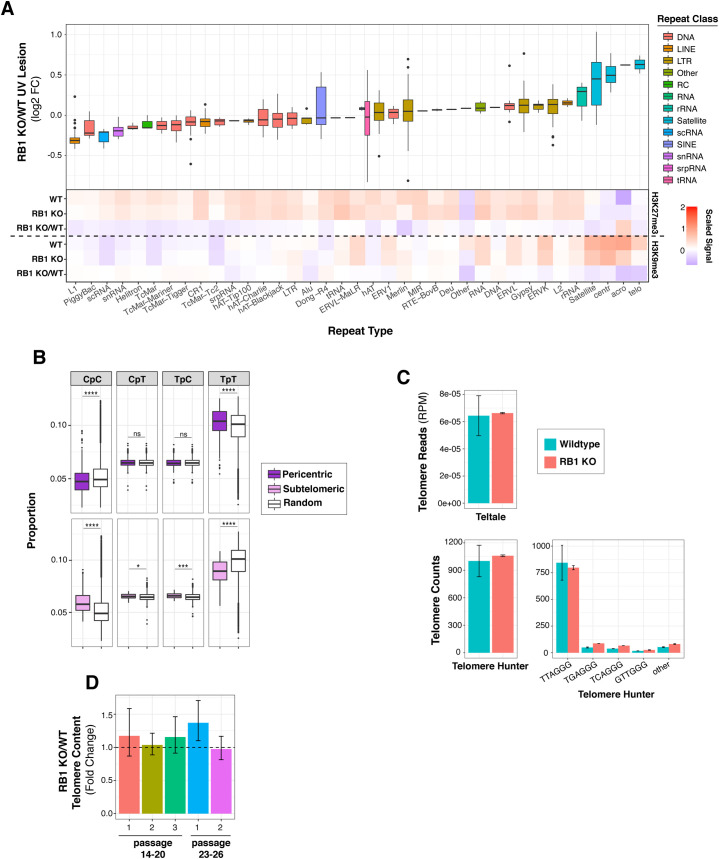
RB1 regulates UV susceptibility in repeat sequences. **(A)** Top, box plots of UV lesion log_2_ fold change (FC) in RB1 KO cells compared with wild type (WT) (RB1 KO/WT) in selected families of repeat sequences. Bottom, heat map of scaled median H3K9me3 and H3K27me3 ChIP signal for RB1 KO, WT, and RB1 KO/WT FC in selected families of repeat sequences. For each histone modification, the signal is normalized to genome median for visualization. **(B)** Dipyrimidine content of subtelomeric and pericentric regions, defined as 1 Mb bins next to centromeres or 100 kb next to telomeres, compared to random genome control. Mann–Whitney *U* test indicates significant difference between 1,000 groups of random regions and selected regions (ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). **(C)** Abundance of telomere sequences in RB1 KO cells compared to WT using Teltale and Telomere Hunter, as described in Materials and Methods section. **(D)** Fold change differences in telomere content between WT and RB1 KO cells quantified by qPCR. Cells were sampled at indicated passage number. Two to three biological replicates, and three technical replicates for each biological replicate, were used. Standard error was calculated using error propagation.

Notably, in wild-type cells, centromeric and telomeric-proximal regions are relatively protected from UV compared with a random genomic control (Fig 3B). This protection is particularly unexpected for pericentric regions as TpT frequency, the dipyrimidine with the highest propensity to form a CPD (Douki & Cadet, 2001), is elevated in these regions compared with a random control (Fig S1B). However, in RB1 KO cells, this observed protection for both centromeric and telomeric-proximal regions is significantly disrupted, resulting in an overall increase in UV susceptibility in RB1 KO compared with wild-type (Fig 3B). Notably, increases in telomere length in RB1 KO cells were not observed (Fig S1C and D), thus are not attributed to additional telomeric sequences in mutant cells.

In wild-type cells, these repeat sequences are relatively enriched in heterochromatic H3K9me3 and/or H3K27me3 marks (Figs 3C and S1A). However, in RB1 KO cells, there is a general decrease in these repressive marks at and around these repeats (Fig 3C and D). Some repeats exhibit less H3K27me3, such as L1, whereas centromeric and telomeric repeats exhibit decreases in both H3K27me3 and H3K9me3 (Figs 3C and S1A). Pericentric and subtelomeric regions also display alterations H3K27me3 and/or H3K9me3 (Figs 3D and S2A). Interestingly, these changes in heterochromatin features and UV susceptibility around centromeric and telomeric regions can be observed at a chromosomal level (Figs 3E and S2B). At several telomeric and centromeric regions, changes in H3K9me3 and increases in UV susceptibility can be clearly observed, whereas alterations in H3K27me3 are relatively more dispersed throughout the chromosome.

**Figure S2.**
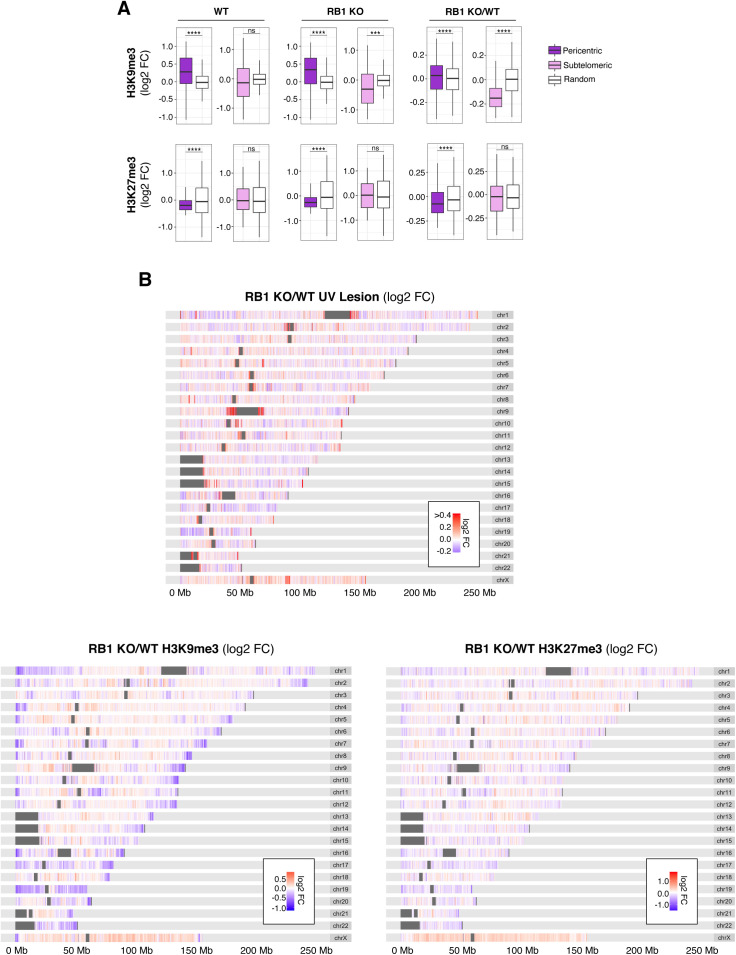
RB1 regulates chromatin and UV susceptibility in centromeric and telomeric regions. **(A)** Box plots of H3K9me3 and H3K27me3 ChIP signal in pericentric and subtelomeric regions, for RB1 KO, wild-type (WT), and RB1 KO/WT fold change (FC). Mann–Whitney *U* test indicates significant difference between 1,000 groups of random regions and selected regions (ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). **(B)** Heat maps of RB1 KO/WT log_2_ FC in UV lesion, H3K9me3, and H3K27me3 signal in 100 kb bins along autosomal chromosomes.

Thus, these repeat-focused analyses differ from the genome-wide overviews presented in Fig 2 and demonstrate that whereas heterochromatin alterations at telomeric and centromeric regions can lead to altered susceptibility, the directionality is not conserved.

### Expression of centromere-associated genes is altered after *RB1* knockout

Previous studies demonstrate that loss of RB1 and RB family members results in decondensation of telomeres and centromeres, reduced localization of specialized proteins, such as condensin, and chromosomal abnormalities (García-Cao et al, 2002; Gonzalo et al, 2005; Isaac et al, 2006; Coschi et al, 2010, 2014; Longworth & Dyson, 2010; Manning et al, 2010; van Harn et al, 2010). In the case of telomeres specifically, previous studies demonstrate their sensitivity to UV-induced lesion formation (Kruk et al, 1995; Rochette & Brash, 2010), which can persist for days to weeks in cell culture (Mitchell et al, 1999; Bérubé et al, 2018). Interestingly, telomere-associated proteins, such as the Shelterin complex (de Lange, 2005), have been shown to regulate UV susceptibility (Parikh et al, 2015), demonstrating the potential for non-histone, DNA-associated proteins to regulate acquisition of DNA lesions.

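RNA of confluent IMR-90 cells, a human fetal lung fibroblast line, was sequenced from RB1 KO cells and from wild-type cells, with 2 libraries of each genotype. The RB1 KO cells are a pool of puromycin-resistant cells that carry a guide RNA against the RB1 start codon. The paper describes no transduced and selected control for the wild-type cells. Effects of transduction, Cas9 or selection therefore cannot be told apart from loss of RB1. RB1 itself had 2802 and 2629 counts in the RB1 KO libraries and 2545 and 2392 counts in the wild-type libraries. After normalization this was 82.1 ± 4.47 CPM (SD, n = 2) in RB1 KO cells and 75.8 ± 0.909 CPM (SD, n = 2) in wild-type cells. The log2 fold change was 0.12 (standard error 0.0723, adjusted p = 0.507 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 0.06 without RB1 KO replicate 1, 0.17 without RB1 KO replicate 2 and 0.05 with library totals as the only scaling. A short insertion or deletion at the start codon need not lower the transcript, so these counts do not check the genotype labels. The paper shows loss of the RB1 protein by Western blot. The cell cycle inhibitors CDKN2A and CDKN2B had log2 fold changes of 0.43 and 0.40 (adjusted p = 0.233 and 0.218 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CDKN1A, another such inhibitor, had 0.30 (adjusted p = 0.157) and the G1 cyclin CCND1 had 0.27 (adjusted p = 0.43) in the same edgeR test. CCNE1 and CDKN1B had -0.12 and -0.07. Of 26 RB1 pathway genes, 0 passed edgeR's test at an adjusted p under 0.1, while DESeq2 called 2 higher, CDKN1A (0.31) among them, and 6 were higher and 2 lower at an unadjusted p under 0.05. Adjusted over the list alone, 6 were higher and 2 lower, and the list did not pass (median -0.03, camera, adjusted p = 0.523). Without RB1 KO replicate 1, edgeR called 6 genes of the list higher, CDKN2A (0.61), CDKN2B (0.52) and CCND1 (0.45) among them, and without RB1 KO replicate 2 it called 2 higher, CDKN1A (0.36) among them, and 1 lower, with CDKN2A at 0.24 and CCND1 at 0.06. Without wild-type replicate 2 it called 1 lower and CCND1 was at 0.13, while CCNE1 was at 0.05 without wild-type replicate 1 and at -0.27 without wild-type replicate 2. CDKN1B ran from -0.15 without RB1 KO replicate 1 to 0.01 without RB1 KO replicate 2.
The authors depleted ribosomal RNA, made strand-specific libraries and aligned paired-end reads to GRCh37 with STAR, for which the submitters' processing notes give version 2.7.2b. Reads that mapped to more than 1 place were left out, and reads were counted per gene of the GENCODE v19 annotation. The deposited values are these raw counts. The RB1 KO libraries held 33480111 and 34247292 counts in genes and the wild-type libraries 32827737 and 30873239. The paper states depth as sequenced reads, and the values used here are the counts. From the counts, 16426 genes passed edgeR's filter on low expression and were tested after TMM normalization, at the adjusted p of 0.1 that the paper used with DESeq2. Gene lists were tested with camera, which compares a list with all other genes, at an adjusted p under 0.05. Counts adjusted over a list alone use 0.1 within that list, which can be looser than an unadjusted p under 0.05. They exceeded the unadjusted counts for cell division (48 against 42 lower), replication-dependent histones (20 against 16), E2F targets (46 against 41) and matrix glycoproteins (34 against 31 higher). Such counts are therefore no stricter evidence. The lists were written before the data were examined but after Table S1 had been read, so lists of categories the paper names are not independent evidence of their direction. The replicate libraries correlated across genes with r of 0.992 in RB1 KO cells and 0.993 in wild-type cells, and differed by more than the sampling noise. The paper does not say whether they came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. It also does not state which strand column of the counts was kept, so reads of genes that overlap on opposite strands, as RB1, CDKN2A, CDKN2B and CCND1 do with others, may not be told apart.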

To better characterize UV susceptibility defects associated with centromeres and telomeres in RB1 KO cells, RNA-seq was performed to detect changes in the expression of genes associated with centromeres and telomeres (Table S1). 

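As lists, genes of the centromere, the kinetochore and cell division lay lower in RB1 KO cells than in wild-type cells relative to other genes by camera, while most of the single genes did not pass. None of these lists passed with an estimated correlation (camera, adjusted p = 0.419 for each). That variant takes its p from 2 residual degrees of freedom, and its smallest adjusted p over all lists was 0.363. Failing it therefore does not decide whether a list changed. The 3 lists share genes, with CENPE and CENPF in each, so they are not separate support. Of 21 CENP genes, 3 fell and 18 did not pass the test (adjusted p under 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 20 had a negative log2 fold change. CENPF, a kinetochore protein made mainly in G2 and mitosis, was at 145 ± 11.7 CPM (SD, n = 2) in RB1 KO cells and 197 ± 8.59 CPM (SD, n = 2) in wild-type cells. Its log2 fold change was -0.45 (standard error 0.0805, adjusted p = 0.0452 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CENPW, a protein of the inner kinetochore, was at 8.25 ± 0.479 CPM (SD, n = 2) against 13.4 ± 2.14 CPM (SD, n = 2), a log2 fold change of -0.70 (standard error 0.144, adjusted p = 0.0725 from the same edgeR test). CENPJ, which acts at centrioles, had a log2 fold change of -0.41 (standard error 0.0966, adjusted p = 0.0969 from the same edgeR test), and did not pass with DESeq2, limma-voom, no filter or at least 10 counts in every library. CENPE, a kinetochore motor, had -0.36 (standard error 0.0988) and did not pass (adjusted p = 0.137 from edgeR). The median over the CENP genes was -0.29 (camera, adjusted p = 1.18e-05, and adjusted p = 0.419 with an estimated correlation). Adjusted over the list alone, 6 were lower. Of 36 genes of the kinetochore and centromere assembly, 3 fell and 33 did not pass, with a median log2 fold change of -0.30 (camera, adjusted p = 9.91e-09, and adjusted p = 0.419 with an estimated correlation). Adjusted over the list alone, 21 were lower. They include, besides CENPF, SPAG5 (-0.42), which acts at the spindle. Of 57 genes of G2, mitosis and cell division, 15 fell and 42 did not pass, and all 57 had a negative log2 fold change, with a median of -0.36 (camera, adjusted p = 7.24e-16, and adjusted p = 0.419 with an estimated correlation). Adjusted over the list alone, 48 were lower, against 42 at an unadjusted p under 0.05. KIF20A, a kinesin of cytokinesis, fell by 0.55 on the log2 scale (adjusted p = 0.0208 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The citron kinase CIT and the microtubule regulator STMN1 fell by 0.58 and 0.40 on the log2 scale (adjusted p = 0.0488 and 0.0436 in the same edgeR test). Of 20 genes of sister chromatid cohesion, 1 fell, the securin PTTG1 (-0.46, adjusted p = 0.0811 from edgeR), and the list did not pass (median -0.09, camera, adjusted p = 0.069). The cohesin subunits RAD21 and STAG1 had -0.06 and 0.08, and 0.01 for STAG1 and -0.12 for RAD21 with library totals, while RAD21 ran from -0.10 without RB1 KO replicate 1 to -0.0082 without RB1 KO replicate 2. Adjusted over the list alone, 7 were lower. Of 27 replication-dependent histone genes, whose products package newly made DNA, 2 fell, HIST2H2BE (-0.44) and HIST1H2AI (-0.56), which did not pass with limma-voom, RLE factors or at least 10 counts in every library. Only 34 of 70 such genes could be paired with a name, so this list is incomplete. Of 16 genes that the paper's table gives for nucleosome assembly, 9 could be matched. All 9 had negative values, and 3 passed in edgeR and 7 in DESeq2. The paper chose these genes on the same samples, so their direction is not independent evidence. The median of these histone genes was -0.28 (camera, adjusted p = 1.23e-06, and adjusted p = 0.426 with an estimated correlation), and 20 were lower when adjusted over the list alone. In the same libraries the mitochondrially encoded messenger RNAs had a median log2 fold change of -0.49 and the epithelial marker genes -0.55 (camera, adjusted p = 0.454 and 0.363 with an estimated correlation). The former was -0.23 without wild-type replicate 2 (camera, adjusted p = 0.184), and the latter -0.25 without wild-type replicate 1 and -0.32 without RB1 KO replicate 1 (camera, adjusted p = 0.0654). Without wild-type replicate 1, edgeR called 0 CENP genes, 0 kinetochore genes, 1 cell division gene, 0 cohesion genes and 0 histone genes lower, and CENPF (-0.39), CENPW (-0.51), CENPJ (-0.43), SPAG5 (-0.32), CIT (-0.51), STMN1 (-0.35) and PTTG1 (-0.36) did not pass, nor did HIST2H2BE (-0.39) and HIST1H2AI (-0.38). CENPE was at -0.24 there. The medians were -0.15 for CENP genes, -0.17 for the kinetochore, -0.05 for cohesion and -0.15 for the histones, which were at -0.43 without wild-type replicate 2. In the same order of lists edgeR called 2, 5, 17, 1 and 3 genes lower without RB1 KO replicate 1, where CENPJ (-0.37) and HIST2H2BE (-0.33) did not pass, and 8, 16, 42, 4 and 16 without RB1 KO replicate 2, where CENPE (-0.45) passed. Without wild-type replicate 2 it called 5, 12, 36, 3 and 14, with CENPE (-0.47) passing and CENPJ (-0.38) not. With library totals as the only scaling it called 5, 8, 28, 2 and 7, CENPE (-0.43) among them. DESeq2 called 6 kinetochore, 2 cohesion and 5 histone genes lower. Limma-voom and RLE factors gave 1 histone gene each and upper-quartile factors 4. Of the 17 cell division and 8 kinetochore genes that the paper's table gives, edgeR called 8 and 4 lower, and 0 of either with the replicate number as a block. With no filter edgeR called 5 cell division genes, 0 cohesion genes and 0 histone genes, and SPAG5 did not pass. The cohesion list passed camera with limma-voom (adjusted p = 0.0211) and with library totals as the only scaling (median -0.16, adjusted p = 0.0361). KIF20A overlaps BRD8 on the opposite strand, as SPAG5, RAD21 and STAG1 overlap other genes, and near-identical copies make the counts of HIST1H2AI and other histone genes uncertain.

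**Figure D1:**
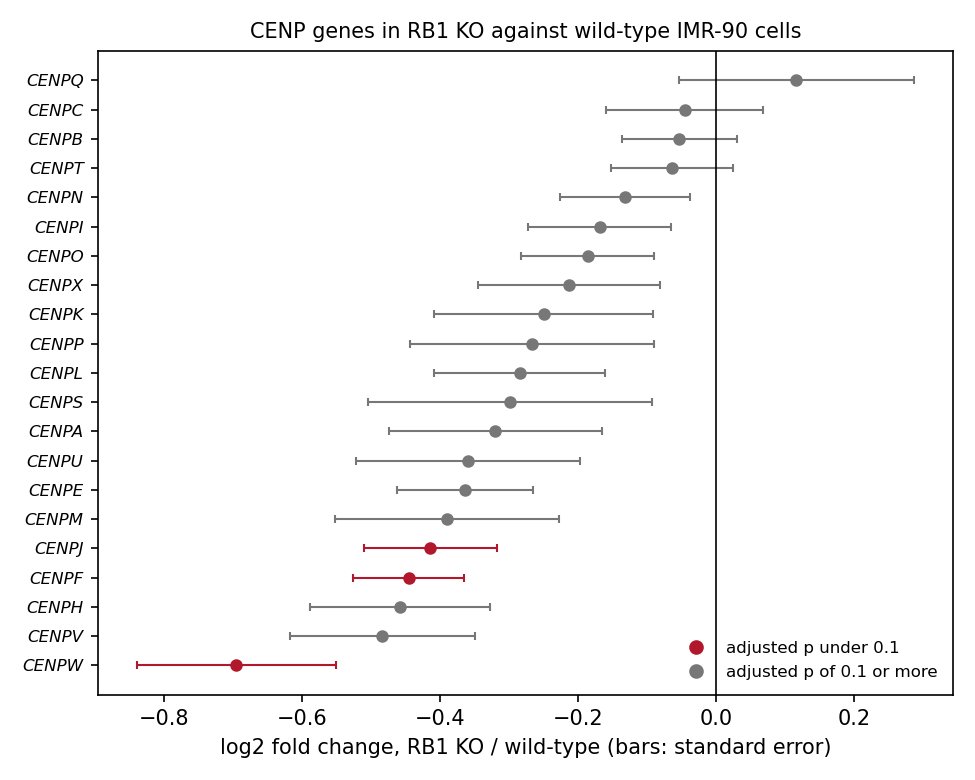
Log2 fold change of the 21 CENP genes in RB1 KO against wild-type cells (points), with the standard error from edgeR as bars, from 2 libraries of each genotype. CENPF, CENPW and CENPJ are marked as passing at an adjusted p under 0.1, and the values run from -0.70 for CENPW to 0.12 for CENPQ, under the TMM scaling; with factors from the ERCC spike-ins, a choice made after seeing the data, the median of all genes moved to -0.49, or to -0.21 without wild-type replicate 2.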

Functional annotation analysis of significantly differentially expressed genes identified several down-regulated categories, including “nucleosome assembly,” “cell division,” “chromatid cohesion,” and “kinetochore” (Fig 4), with specific centrosome-associated proteins (CENP) being down-regulated. Up-regulated categories include the “PI3K-Akt signaling pathway,” “pathways in cancer,” and “extracellular matrix” (Fig 4). These results, together with previous publications demonstrating loss of proper centromeric formation upon RB1 depletion (Gonzalo et al, 2005; Isaac et al, 2006; Coschi et al, 2010; Manning et al, 2010), strongly suggest that RB1 regulates centromere assembly to both ensure proper mitotic chromosome function and protect against UV damage formation.

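As lists, genes of the extracellular matrix and of growth factor signaling lay higher in RB1 KO cells relative to other genes by camera, while most of the single genes did not pass. None of these lists passed with an estimated correlation (camera, adjusted p = 0.389 for collagens and for glycoproteins and 0.363 for matrix enzymes and PI3K-Akt genes). For the upstream PI3K-Akt genes the estimate was 0.004, under the preset 0.01, yet the unadjusted camera p rose from 7.24e-08 to 0.0263. The loss there goes with the 2 residual degrees of freedom of this variant and not with a higher correlation. Of 63 matrix glycoprotein and proteoglycan genes, 14 rose, 3 fell and 46 did not pass (adjusted p under 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FBN2, a fibrillin of elastic microfibrils, was at 1216 ± 155 CPM (SD, n = 2) in RB1 KO cells and 466 ± 57.4 CPM (SD, n = 2) in wild-type cells. Its log2 fold change was 1.38 (standard error 0.122, adjusted p = 0.00665 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCN4, the matricellular protein listed as WISP1 in Table S1, was at 36.7 ± 0.129 CPM (SD, n = 2) against 14.4 ± 0.628 CPM (SD, n = 2), a log2 fold change of 1.35 (standard error 0.0883, adjusted p = 0.00534 from the same edgeR test). IGFBP7 and EFEMP1 rose by 0.91 and 0.60 on the log2 scale (adjusted p = 0.00606 and 0.0161 from edgeR). The list had a median of 0.23 (camera, adjusted p = 1.18e-05, and adjusted p = 0.389 with an estimated correlation). When adjusted over the list alone, 34 were higher and 6 lower. Without RB1 KO replicate 2, edgeR called 26 of these genes higher, and without RB1 KO replicate 1 it called 5 lower.
Of 30 collagen genes, COL18A1 (0.60) and COL15A1 (0.61), both of the basement membrane zone, rose and COL22A1 (-2.34) fell, while 27 did not pass. The median of the collagens was 0.28 (camera, adjusted p = 0.000203, and adjusted p = 0.389 with an estimated correlation), and their mean was 0.12. By adjustment over the list alone, 15 were higher and 2 lower. EdgeR called 6 collagens higher without RB1 KO replicate 1, 9 without RB1 KO replicate 2 and 4 without wild-type replicate 2, and COL22A1 (-1.78) did not pass without wild-type replicate 1. DESeq2 called 11 higher and 0 lower, limma-voom 4 and 0, and edgeR with no filter 7 and 0. COL22A1 (-2.21 and -2.33) did not pass in limma-voom or with no filter. Of 44 matrix enzymes and regulators, 11 rose and 33 did not pass. Among them were LOXL3 (1.22), a lysyl oxidase that cross-links collagen, PLOD2 (0.54), a lysyl hydroxylase, the protease inhibitor A2M (0.94) and the metalloprotease ADAMTS19 (0.77). This list had a median of 0.22 (camera, adjusted p = 4.25e-09, and adjusted p = 0.363 with an estimated correlation), with 21 higher when adjusted over the list alone. It had 20 genes higher in edgeR without RB1 KO replicate 1 and 5 without wild-type replicate 1. Without RB1 KO replicate 2 it had a median of 0.15 and 2 genes lower.
Of 56 ligands, receptors and integrins upstream of PI3K-Akt, 12 rose and 44 did not pass. The insulin-like growth factor IGF2 rose from 4.61 ± 1.55 CPM (SD, n = 2) in wild-type cells to 15.4 ± 4.30 CPM (SD, n = 2) in RB1 KO cells, a log2 fold change of 1.74 (standard error 0.256, adjusted p = 0.0252 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The angiopoietin ANGPT1 rose by 1.01, the collagen receptor subunit ITGA1 by 0.54 and the growth factor PDGFC by 0.50 on the log2 scale (adjusted p = 0.0365, 0.0227 and 0.0238 from edgeR). The median was 0.21 (camera, adjusted p = 3.86e-07, and adjusted p = 0.363 with an estimated correlation). With adjustment over the list alone, 24 were higher and 2 lower, and edgeR called 3 lower when either of the RB1 KO replicates was left out and 1 lower without wild-type replicate 2, with library totals or with upper-quartile factors, as did DESeq2. Of 58 signal transducers and effectors of the pathway, 55 did not pass and 3 rose: the kinase SGK1 (0.78) and the AMP-activated kinase subunits PRKAA1 (0.32) and PRKAA2 (0.52). Their median was 0.06 (camera, adjusted p = 0.0128, and adjusted p = 0.363 with an estimated correlation), and it was -0.01 with library totals as the only scaling, 0.03 with upper-quartile factors and 0.10 without RB1 KO replicate 1. There were 8 higher and 1 lower when adjusted over the list alone. The list did not pass without RB1 KO replicate 2 (median 0.06, camera, adjusted p = 0.095) or without wild-type replicate 2 (median 0.07, adjusted p = 0.0922). EdgeR called 6 of these genes higher without RB1 KO replicate 1, where PRKAA1 (0.28) did not pass, and 5 higher and 2 lower without RB1 KO replicate 2. DESeq2 called 7 higher. With library totals 1 was higher and 1 lower, and PRKAA1 (0.25) and PRKAA2 (0.46) did not pass, nor did they with no filter (0.32 and 0.53). EdgeR called 1 without wild-type replicate 1, where PRKAA1 (0.33) and PRKAA2 (0.44) did not pass, and PRKAA1 (0.32) was lost without wild-type replicate 2 as well. Of the 29 genes that the paper's table gives for pathways in cancer, a set chosen on these samples and so not independent evidence of its direction, 19 rose (12 without wild-type replicate 1), and the log2 fold changes of all 29 lay between 0.24 and 2.59. In the same libraries the endothelial marker genes had a median of 0.68, which was 0.48 without wild-type replicate 2 (camera, adjusted p = 0.0713), and the lung fibroblast markers 0.20. Both had a camera adjusted p of 0.363 with an estimated correlation.
With factors from the ERCC spike-ins, chosen after seeing the data, the medians of the collagen, glycoprotein and upstream PI3K-Akt lists turned to -0.21, -0.27 and -0.27, as the median of all genes moved to -0.49. Without wild-type replicate 2, these factors gave 0.08, 0.03 and -0.0094, and -0.21 for all genes. The paper does not state whether spike-ins were added per cell or per amount of RNA. ITGA1 overlaps PELO on the same strand and IGFBP7, LOXL3, COL18A1 and ADAMTS19 overlap other genes on the opposite strand. Reads in these overlaps may be left out of the counts or given to the wrong gene.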

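As lists, genes that fold chromosomes and load histones also lay lower in RB1 KO cells relative to other genes by camera, while most of the single genes did not pass. Neither list passed with an estimated correlation (camera, adjusted p = 0.419 for condensin and 0.389 for chaperones). Of 8 condensin genes, 1 fell, NCAPD2 (log2 fold change -0.30, adjusted p = 0.0966 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 8 values were negative, with SMC4 at -0.31. Their median was -0.26 (camera, adjusted p = 0.000969, and adjusted p = 0.419 with an estimated correlation). Adjustment over the list alone left 5 lower. NCAPD2 did not pass with DESeq2 (-0.29), limma-voom (-0.30), RLE factors (-0.29) or no filter (-0.29), which left 0 condensin calls there, while library totals gave 3 and upper-quartile factors 2. Of 22 histone chaperone genes, ANP32A (-0.33), NASP (-0.35) and SSRP1 (-0.33) fell and 19 did not pass. NASP binds histones H3 and H4, and SSRP1 is a subunit of FACT. The chaperone median was -0.20 (camera, adjusted p = 0.000623, and adjusted p = 0.389 with an estimated correlation), with 6 lower when adjusted over the list alone. With no filter none of the 3 passed, and with library totals 6 genes did. Of 11 replication-independent histone genes, 0 passed edgeR's test or that of DESeq2, and 2 were lower at an unadjusted p under 0.05. Without RB1 KO replicate 2 edgeR called 2 lower and the median was -0.24. H2AZ1, a variant of histone H2A, had -0.23 and H3-3B, which encodes histone H3.3, had -0.02 (adjusted p = 0.231 and 0.933 from edgeR), and the median was -0.13 (camera, adjusted p = 0.069). Of 46 heterochromatin and Polycomb regulators, 1 fell, the nuclear lamina gene LMNB1 (-0.45, adjusted p = 0.0758 from edgeR). CBX5, which encodes heterochromatin protein HP1 alpha, had -0.15 and the lamin gene LMNA -0.15 (adjusted p = 0.409 and 0.618 from edgeR). LMNA values overlapped between the genotypes, at 458 ± 71.1 CPM (SD, n = 2) in RB1 KO cells and 509 ± 60.4 CPM (SD, n = 2) in wild-type cells. The heterochromatin list did not pass (median -0.06, camera, adjusted p = 0.0984). In adjustment over the list alone, 1 was lower, and LMNB1 did not pass with no filter. Without wild-type replicate 1, NCAPD2 (-0.24), ANP32A (-0.33), NASP (-0.29), SSRP1 (-0.25) and LMNB1 (-0.36) did not pass, and the condensin list did not either (median -0.21, camera, adjusted p = 0.0539). The medians there were -0.13 for chaperones, -0.05 for replication-independent histones and -0.03 for the heterochromatin list. Without RB1 KO replicate 1, NCAPD2 (-0.27), ANP32A (-0.31), NASP (-0.30) and SSRP1 (-0.31) did not pass, and without wild-type replicate 2, NCAPD2 (-0.34) and ANP32A (-0.32) did not. EdgeR called 5 condensin, 6 chaperone and 9 heterochromatin genes lower without RB1 KO replicate 2, and 3, 3 and 2 without wild-type replicate 2. The replication-independent histones passed camera without wild-type replicate 2 (median -0.14, adjusted p = 0.0484). With limma-voom these histones and the heterochromatin list passed camera (adjusted p = 0.0171 and 0.0191), as they did with library totals as the only scaling (medians -0.20 and -0.13, adjusted p = 0.0346 and 0.0471). NCAPD2, SMC4 and H3-3B overlap genes on the opposite strand.
The paper reasons from the lower expression of its categories nucleosome assembly, cell division, chromatid cohesion and kinetochore and of CENP genes, together with earlier publications on centromere formation after loss of RB1. From both it proposes that RB1 regulates the assembly of centromeres, which would keep chromosomes working in mitosis and guard against UV damage.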

Table S1. Functional enrichment categories of RB1-regulated genes.

**Figure 4.**
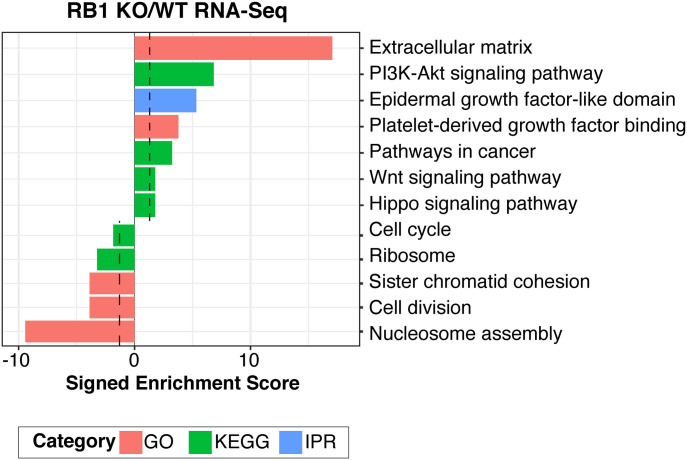
RB1 regulates genes in mitotic pathways. DAVID functional enrichment analysis (Huang et al, 2009a, 2009b) of significantly differentially expressed genes (upregulated n = 471; downregulated n = 180) from RNA-seq in RB1 KO cells compared to wild-type. Signed enrichment score (−log_10_ *P*-value) is displayed for each functional group, with the significance cutoff (*P* = 0.05) in black. GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; IPR, InterPro.

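In RB1 KO cells 327 genes were higher and 149 were lower than in wild-type cells, of 16426 tested (adjusted p under 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At least a 2-fold change was seen in 48 of the higher and 58 of the lower genes. DESeq2, the paper's tool, called 426 higher and 158 lower here, against 471 and 180 in the paper. In edgeR with library totals as the only scaling, 221 were higher and 326 lower, so that 40.4% of the calls were higher in place of 68.7%. With factors from the ERCC spike-ins, chosen after seeing the data, 11 were higher and 168 lower, or 6.1% higher, and these counts ran from 1 to 308 and from 0 to 13542 without 1 library.
The 10 largest increases among protein-coding genes that passed, with a mean of at least 1 CPM and separate groups ran from WNT16, a secreted Wnt ligand, to the potassium channel gene KCND3 (1.39). WNT16 rose from 1.84 ± 0.515 CPM (SD, n = 2) to 11.0 ± 2.10 CPM (SD, n = 2), a log2 fold change of 2.59 (standard error 0.228, adjusted p = 0.00665 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between them lay the VEGF receptor KDR (1.84), IGF2, the transporter SLC16A6 (1.65), the small GTPase RASD2 (1.57), the steroid dehydrogenase HSD17B2 (1.57), the matrix protein MXRA5 (1.51), the integrin ITGA8 (1.48), which DESeq2 did not call, and the lysophosphatidic acid receptor LPAR3 (1.41). The 10 largest decreases under the same conditions began with NEFM, a neurofilament subunit, which fell from 3.59 ± 0.657 CPM (SD, n = 2) to 0.634 ± 0.208 CPM (SD, n = 2), a log2 fold change of -2.49 (standard error 0.301, adjusted p = 0.0154 from the same edgeR test). The sialyltransferase ST8SIA4 (-2.41), the ephrin receptor EPHA3 (-2.34), the reductase AKR1B10 (-2.09) and the neuronal membrane protein SLITRK5 (-1.97) followed. TBX4, a transcription factor of lung mesenchyme, fell from 9.15 ± 0.574 CPM (SD, n = 2) to 2.36 ± 0.493 CPM (SD, n = 2), a log2 fold change of -1.95 (standard error 0.184, adjusted p = 0.00665 from edgeR). The others were the kinase MAP3K9 (-1.78), the adaptor DOK5 (-1.74), the protocadherin PCDH10 (-1.73) and the transcription factor NFIB (-1.73). SLC16A6 (1.65), RASD2 (1.40) and DOK5 (-1.35) did not pass without wild-type replicate 1, nor LPAR3 (1.16), KCND3 (1.17) and MAP3K9 (-1.42) without wild-type replicate 2. Without RB1 KO replicate 2, SLC16A6 was at 1.06 and ITGA8 at 0.98, and both passed. SLC16A6 (1.56) did not pass in limma-voom, nor DOK5 (-1.73) with no filter. KCND3, SLC16A6, HSD17B2, NEFM and MAP3K9 overlap genes on the opposite strand, as do FZD4, FZD6 and BMP6 below.
Of 42 Wnt genes, 9 rose, 1 fell and 32 did not pass. Besides WNT16, the receptors FZD4 (0.91), FZD6 (0.44) and FZD8 (0.79) rose, with a median over the list of 0.09 (camera, adjusted p = 0.00407, and adjusted p = 0.363 with an estimated correlation). When adjusted over the list alone, 14 were higher and 3 lower. Without wild-type replicate 1 edgeR called 5 Wnt genes higher and FZD8 (0.80) did not pass, and without RB1 KO replicate 2 it called 3 lower. DESeq2, library totals and the filter of at least 10 counts in every library gave 2 lower. The Wnt median was 0.06 without RB1 KO replicate 1, 0.17 without RB1 KO replicate 2 and 0.03 with library totals. Of 48 Hippo pathway genes, 44 did not pass and 4 rose: TGFBR2 (0.34), VGLL3 (0.40), LATS2 (0.37) and BMP6 (0.82). Their median was 0.08 (camera, adjusted p = 0.00693, and adjusted p = 0.363 with an estimated correlation), with 10 higher and 3 lower when adjusted over the list alone. EdgeR called 9 Hippo genes higher and 2 lower without RB1 KO replicate 1, 9 and 3 without RB1 KO replicate 2, 2 and 0 without wild-type replicate 1 and 1 and 2 without wild-type replicate 2. It called 2 higher and 2 lower with library totals (median 0.02), where VGLL3 (0.34) and BMP6 (0.76) did not pass, and LATS2 (0.37) did not with no filter. DESeq2, upper-quartile factors and removal of mitochondrial and structural RNA gave 1 lower. TGFBR2 (0.35) and BMP6 (0.67) did not pass without wild-type replicate 1. Without wild-type replicate 2, TGFBR2 (0.34), VGLL3 (0.34) and LATS2 (0.30) did not, nor did the list (median 0.12, camera, adjusted p = 0.111). Of 83 cytosolic ribosomal protein genes, 1 fell, RPS27 (-0.68, adjusted p = 0.0889 from edgeR), while RPL3 and RPLP0 had -0.08 and -0.11. The values of 81 were negative, with a median of -0.16 (camera, adjusted p = 1.39e-10, and adjusted p = 0.419 with an estimated correlation), and 24 were lower when adjusted over the list alone. Without wild-type replicate 1, RPS27 (-0.62) did not pass, and edgeR called 19 of these genes lower without RB1 KO replicate 2 and 6 without wild-type replicate 2. Library totals gave 15, DESeq2 5 and upper-quartile factors 3, while with no filter RPS27 (-0.67) did not pass. The ribosomal median was -0.09 without wild-type replicate 1, with RPL3 at -0.05 and RPLP0 at -0.04. RPS27 was at -0.43 without RB1 KO replicate 1, where it passed, and RPLP0 at -0.17 without wild-type replicate 2. Processed pseudogenes can share reads with ribosomal protein genes.

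**Figure D2:**
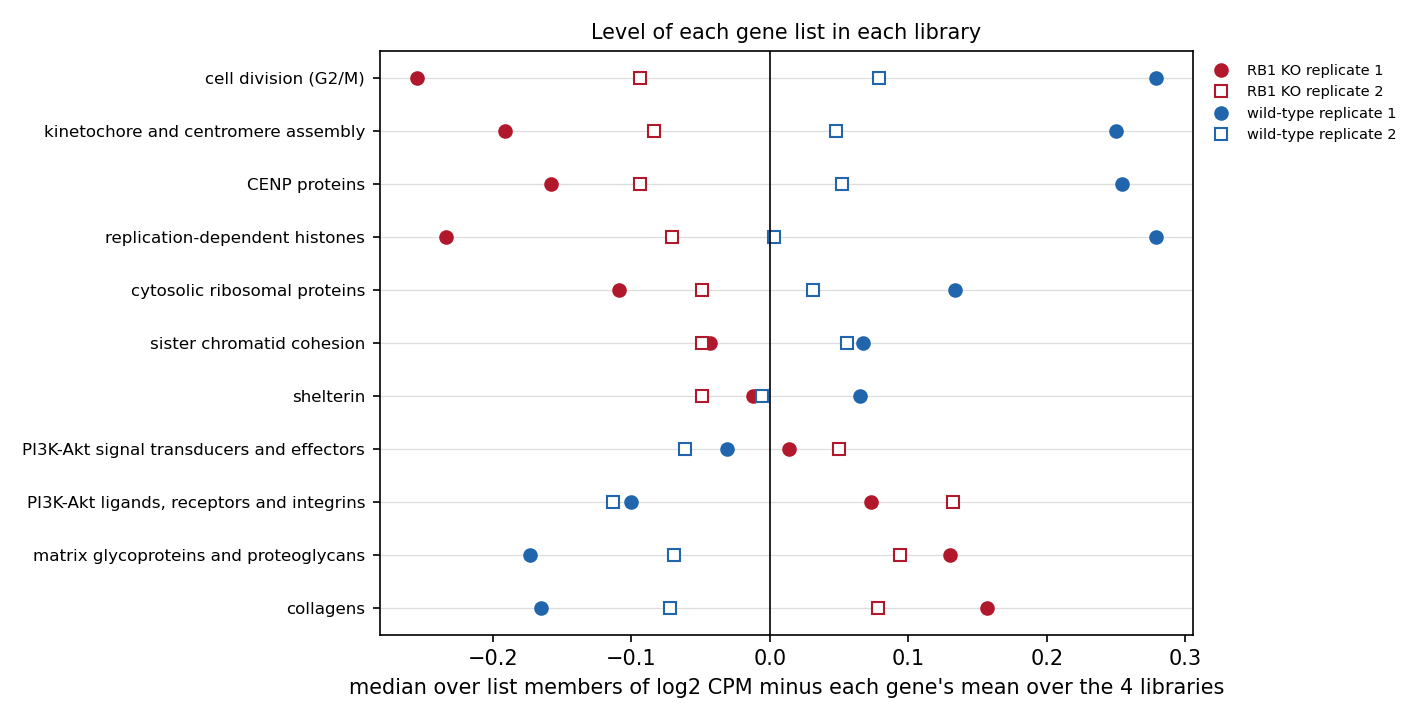
Level of 11 gene lists in each of the 4 libraries, as the median over a list's genes of log2 CPM minus the gene's mean over the libraries. For the cell division list, RB1 KO replicates 1 and 2 lie at -0.26 and -0.09 and wild-type replicates 1 and 2 at 0.28 and 0.08; for the collagens they lie at 0.16, 0.08, -0.17 and -0.07, in TMM-scaled values.

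The counts moved with single libraries: edgeR called 582 genes higher and 263 lower without RB1 KO replicate 1, and 770 and 661 without RB1 KO replicate 2. Without wild-type replicate 1 it called 186 and 69, and without wild-type replicate 2 it called 378 and 278.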

In the case of telomeric regions specifically, expression of related genes, such as Shelterin, were not significantly altered in RB1 KO cells (Table S1). However, previous studies demonstrate that telomeric heterochromatin is regulated by RB1 and related family members (García-Cao et al, 2002; Gonzalo et al, 2005; Gonzalez-Vasconcellos et al, 2017). Thus, general telomere dysfunction, which can alter association of telomere-binding proteins, may be linked to alteration of UV susceptibility.

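Of the 6 shelterin genes, which encode the proteins that cap telomeres, 0 passed edgeR's quasi-likelihood test, DESeq2 or limma-voom at an adjusted p under 0.1, and 0 had an unadjusted p under 0.05 in edgeR. TERF1, which binds double-stranded telomere repeats, was at 26.3 ± 1.27 CPM (SD, n = 2) in RB1 KO cells and 27.6 ± 2.36 CPM (SD, n = 2) in wild-type cells. The log2 fold change was -0.07 (standard error 0.0964, adjusted p = 0.793 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TERF2, the other protein that binds these repeats, had -0.04 (standard error 0.0921), and TERF2IP, its partner RAP1, had 0.08 (standard error 0.0699). TINF2, which links TERF1 and TERF2, had -0.13 (standard error 0.083). POT1, which binds the single-stranded end, had -0.04 (standard error 0.111), and its partner ACD had -0.28 (standard error 0.147). The adjusted p of these 5 genes lay between 0.417 for ACD and 0.913 for POT1 in the same edgeR test. The median was -0.05 (camera, adjusted p = 0.406), from -0.13 without RB1 KO replicate 1 to -0.0002 without wild-type replicate 1. ACD was at -0.16 without RB1 KO replicate 1 or wild-type replicate 1. TERF1 ran from -0.15 without wild-type replicate 2 to 0.03 without wild-type replicate 1. TERF2 was at 0.04 without RB1 KO replicate 1, 0.0031 without wild-type replicate 1 and -0.12 without RB1 KO replicate 2, and POT1 ran from -0.16 without RB1 KO replicate 1 to 0.08 without RB1 KO replicate 2. With library totals TERF1, TERF2, POT1 and TINF2 were at -0.13, -0.11, -0.10 and -0.19 and TERF2IP at 0.01. None of these values passed in edgeR.
Of 22 genes of telomerase and other telomere functions, shelterin included, 0 passed in edgeR, DESeq2 or limma-voom, and 3 were lower and 1 higher at an unadjusted p under 0.05. EdgeR called 3 lower without RB1 KO replicate 2. ATRX had a log2 fold change of 0.06 and TNKS2 of 0.16. ATRX values overlapped between the genotypes, at 170 ± 11.9 CPM (SD, n = 2) in RB1 KO cells and 163 ± 17.5 CPM (SD, n = 2) in wild-type cells. The list had a median of -0.08 (camera, adjusted p = 0.203), which was -0.13 without wild-type replicate 2, -0.0021 without wild-type replicate 1 and -0.15 with library totals. TERT, the catalytic subunit of telomerase, had 0 counts in all 4 libraries. The limit that a count of 0 allows is 3 counts, or 0.0876 to 0.0972 CPM per library, for counting error only. The depth and the 2 libraries per genotype set what could be seen. In simulated data of 16109 genes built on this comparison, a log2 change of 1 was found in 88.1% of changed genes and a change of 0.5 in 47.8%. Of 191 calls there, 34 were false. All changed genes had a mean of at least 1 CPM, so these shares do not apply to TERT. TERF2, TERF2IP, TINF2, POT1 and ACD overlap genes on the opposite strand.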

### RB1-regulated pericentric and telomeric regions are more mutable in cancer

Because elevated susceptibility can increase mutagenic potential, we assessed mutation burden in regions of the genome that acquire more UV-induced lesions in RB1 KO cells compared with wild-type. Functional annotation analysis of the genes within the most susceptible (top 5%) genomic regions in RB1 KO cells identified cancer and disease-related categories, including “Chemical Carcinogenesis” and “T-cell lymphoma and Cutaneous Skin Neoplasms” (Fig 5A and Table S2). Categories representing genes in the least susceptible (bottom 5%) genomic regions include several important for essential cell functions, such as “Mitochondrion” and “Lysosome.” “Cell cycle” is also represented, supporting results of Figs 1 and 2, which show that RB1-regulated genes have reduced UV susceptibility and heterochromatin formation. “Endometrial Cancer” is also identified as representing the least susceptible regions of the genome and may indicate some degree of tissue-specific carcinogen susceptibility.

Table S2. Functional enrichment analysis of differentially susceptible genes in RB1 KO cells.

**Figure 5.**
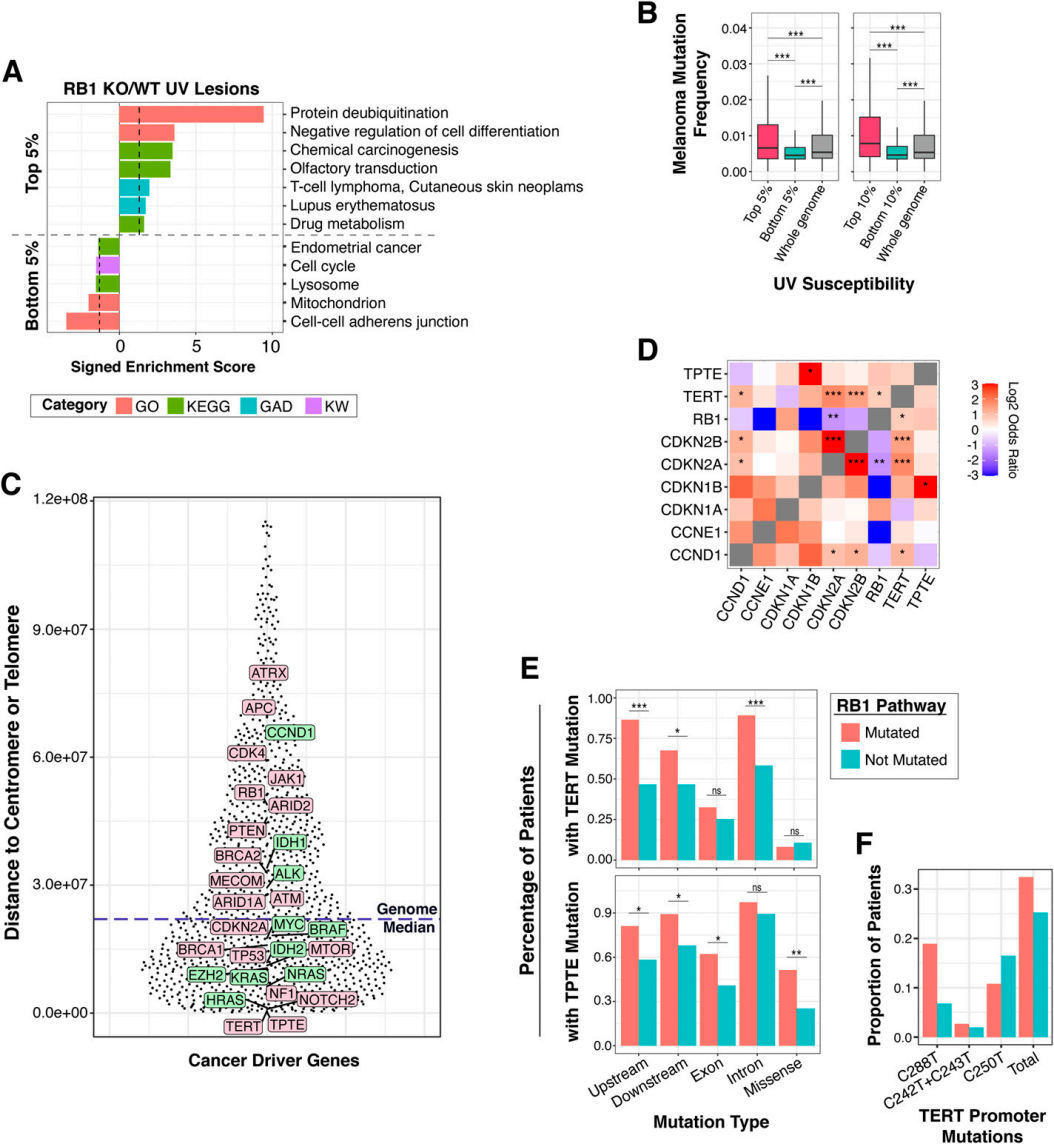
Regions of RB1-regulated susceptibility include highly mutated cancer driver genes. **(A)** DAVID functional enrichment analysis (Huang et al, 2009a, 2009b) of genes in the top and bottom 5% UV susceptible regions (top n = 821; bottom n = 2,600) in RB1 KO cells compared with wild-type. Only genes with >10% overlap in top or bottom bin are included in analysis. Signed enrichment score (−log_10_ *P*-value) is displayed for each functional group, with the significance cutoff line (*P* = 0.05) in black. GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; GAD, Genetic Association Database; KW, Keyword. **(B)** Box plots of melanoma mutation frequency (Hoadley et al, 2018) of genes in the top and bottom 10% and 5% susceptible regions compared with the whole genome. Only C>T and G>A mutation were counted. Mutation rates were normalized by cytosine and guanine content of the gene. Additional details provided in the Materials and Methods section. Mann–Whitney *U* test indicates significant melanoma mutation frequency difference between groups (ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001). **(C)** Distance of cancer driver genes to the closest centromere or telomere in base pairs. Genome median is shown as blue dotted line in graph. Genes with oncogenic function are shown in green and genes with tumor suppressor function are shown in pink. **(D)** Mutational co-occurrence (in red) and mutual exclusivity (in blue) of genes in RB1 pathway, *TERT* and *TPTE*. Log_2_ odds ratio analysis was performed as described in the Materials and Methods section (*q < 0.05, **q < 0.01, ***q < 0.001). **(D, E)** Percentage of melanoma patients with *TERT* and *TPTE* mutations within different genic features from patients with (mutated) and without (not mutated) RB1 pathway mutations for genes shown in (D). Only C>T and G>A mutation were counted. Mutation rates were normalized by cytosine and guanine content of the gene. Additional details provided in the Materials and Methods section (ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001). **(D, F)** Proportion of *TERT* promoter mutations at different ETS sites from patients with (mutated) and without (not mutated) RB1 pathway mutations for genes shown in (D). Source data are available online for this figure.

Interestingly, genes in the most susceptible regions have significantly increased mutation rates in melanoma compared with the least susceptible (Fig 5B). Notably, a few cancer driver genes are found within these regions (Table S2). Among them is telomerase reverse transcriptase (*TERT*), which is widely mutated in a majority of cancers and ∼10% of melanoma (Hoadley et al, 2018). Somatic mutations in the *TERT* promoter create de novo ETS binding sites to up-regulate *TERT* expression during immortalization (Horn et al, 2013; Huang et al, 2013; Chiba et al, 2017). Several of these mutations carry the C>T transition indicative of UV-induced mutagenesis, also known as “solar signature” mutation (Brash, 2015). The increased susceptibility of the *TERT* promoter was also confirmed using a qPCR interference assay and found to be approximated threefold more in RB1 KO cells compared with wild-type (Fig S3A and B).

**Figure S3.**
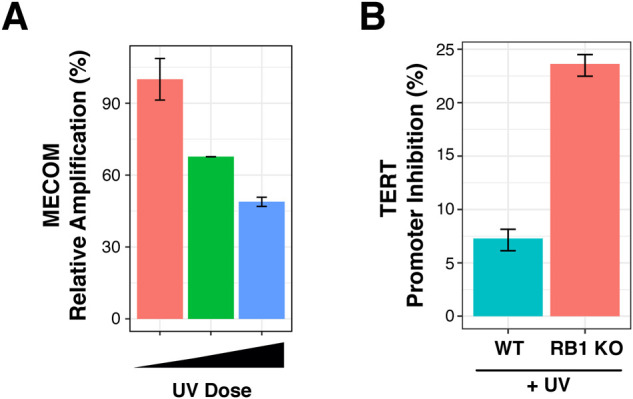
Knockout of RB1 increases UV susceptibility at the *TERT* promoter. **(A)** Dose dependent inhibition of qPCR amplification of *MECOM* locus, a highly susceptible locus, in wild-type (WT) cells (García-Nieto et al, 2017). Relative qPCR amplification is compared with *GAPDH*, a relatively protected locus in WT cells. UV doses are 0, 100, 200 J/m^2^ UVB. **(B)** qPCR inhibition of the *TERT* promoter in both RB1 KO and WT cells after 100 J/m^2^ UVC exposure. Primers amplify −224 to −308 of *TERT* promoter and includes ETS sequences. Three technical replicates were used for each sample. Standard error was calculated using error propagation.

Another cancer-associated gene found to have increased UV susceptibility in RB1 KO cells, and mutation rates in melanoma, is *TPTE* (Table S2). *TPTE* is a relatively uncharacterized PTEN-related tyrosine phosphatase that is mutated in 26% of cutaneous melanoma (Hoadley et al, 2018). Interestingly, compared with the genome median, several of these cancer driver genes are located either proximal to a centromere or telomere (Fig 5C). *TERT* is proximal to the telomere of chromosome 5p, whereas *TPTE* is proximal to the centromere of chromosome 21p (Fig 5C).

Using sequencing datasets from 1,970 melanomas, we found that cancers with RB1 pathway mutations, including *CDKN2A*/*p16*, have significant co-occurrence of mutations in *TERT* and *TPTE* (Fig 5D). Mutational co-occurrence between these genes was less prominent in cancers not known to be caused by carcinogen exposure, such as breast and prostate cancer (Fig S4). Further analyses into the specific mutated regions of *TERT* identified upstream promoter, downstream, and intronic regions as having increased mutation frequency in melanomas that also carry mutations in the RB1 pathway compared with tumors without RB1 pathway alterations (Fig 5E). Site-specific ETS mutations were also found to be differentially enriched in tumors with RB1 pathway mutations (Fig 5F). Significant increases in *TPTE* mutations were also found in the promoter, downstream, and exonic regions (Fig 5E).

**Figure S4.**
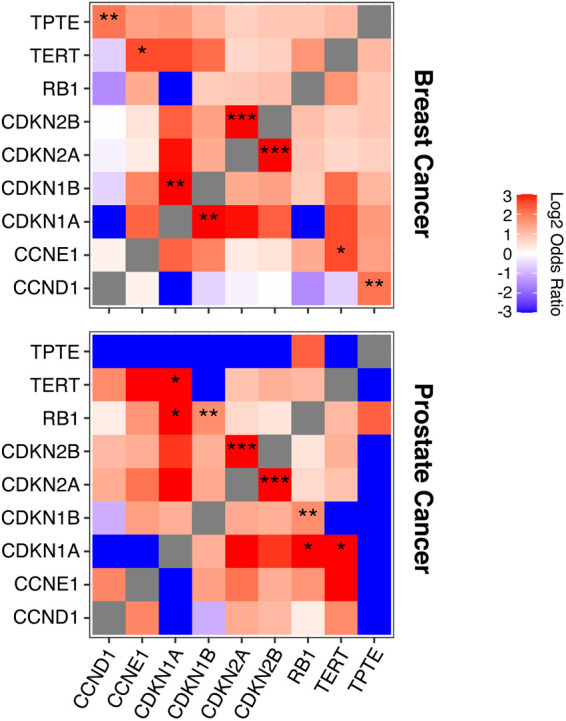
Mutational co-occurrence of *TERT*, *TPTE*, and the RB1 pathway in breast and prostate cancer. Mutational co-occurrence (in red) and mutual exclusivity (in blue) of genes in RB1 pathway, *TERT* and *TPTE* in breast and prostate cancer. Log_2_ odds ratio analysis was performed as described in the Materials and Methods section (*q < 0.05, **q < 0.01, ***q < 0.001).

These results show that regions of increased UV susceptibility resulting from *RB1* loss contain several highly mutated cancer driver genes located proximal to heterochromatic telomeres and centromeres. These increases in mutation frequency can be compounded by reduced repair efficiency, which is observed in pericentric, but not subtelomeric, regions of wild-type cells (Fig S5).

**Figure S5.**
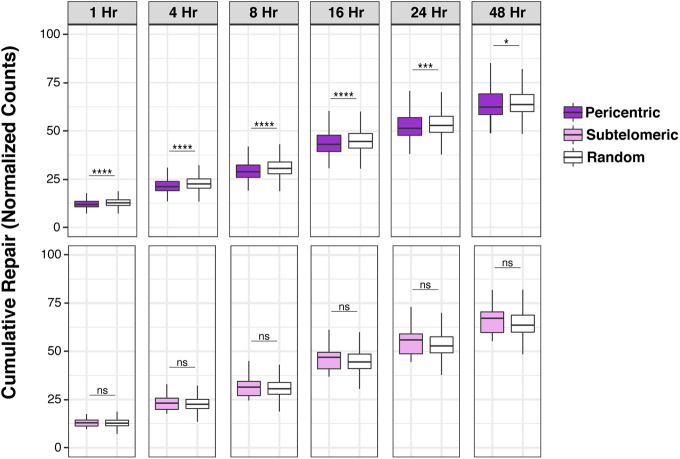
Repair rates of pericentric and subtelomeric regions. Cumulative XR-seq repair rate at pericentric regions and subtelomeric regions (Hu et al, 2017), compared with random genome control. Mann–Whitney *U* test indicates significant difference between 1,000 groups of random regions and selected regions (ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

## Discussion

Collectively, these results demonstrate for the first time that disruption of a tumor suppressor can increase susceptibility to carcinogenic insult, thus accelerating mutagenic potential. This is a significant expansion of our current understanding of tumor suppressors, which are largely known to combat mutagenesis through their participation in DNA damage response pathways (Hanahan & Weinberg, 2011). Specifically, these results demonstrate that tumor suppressors can influence genome maintenance via regulation of carcinogen susceptibility.

Importantly, *RB1* loss increases opportunities for mutation of several cancer driver genes, most notably the *TERT* gene, which plays critical roles in carcinogenesis by sustaining proliferative capacity (Maciejowski & de Lange, 2017). *TERT* is proximal to a telomere, which, along with centromeric regions, is among the most UV susceptible in RB1 KO cells. This is in line with previous findings demonstrating the important role of RB1 in regulating the proper function and formation of both telomeres and centromeres (García-Cao et al, 2002; Gonzalo et al, 2005; Isaac et al, 2006; Coschi et al, 2010, 2014; Longworth & Dyson, 2010; Manning et al, 2010; van Harn et al, 2010). As expected, increased UV lesions and mutation of centromeric and telomeric sequences can also significantly impair chromosome segregation and increase chromosomal fusions (Lin et al, 2004; Wright & Shay, 2005; Finkel et al, 2007). Indeed, loss of *RB1* results in aneuploidy in both retinoblastoma patient-derived fibroblasts and mouse models (Coschi et al, 2014).

Mutagenic potential is, of course, contributed by both susceptibility and repair. Previous studies demonstrate that loss of *RB1* alters UV DNA damage responses (Bosco, 2005). Specifically, whereas checkpoint responses are abrogated in mutant cells, repair of UV-induced photoproducts is accelerated. It is hypothesized that this combination of events could lead to propagation of mutations by reducing opportunities for apoptosis if errors are incorporated during accelerated repair. Interestingly, hereditary retinoblastoma patients have increased risk for melanoma development (Moll et al, 1997; Fletcher et al, 2004). Elevated frequency of carcinogen-induced secondary cancers, such as melanoma, in retinoblastoma patients may, indeed, be contributed by both increased susceptibility and altered repair responses.

The specific mechanisms of how RB1 protects telomeric and centromeric regions against carcinogenic insult are still under investigation. Interestingly, although whole genome patterns of UV susceptibility in RB1 KO cells agree with previous results and demonstrate that heterochromatin features positively associate with increased UV susceptibility (García-Nieto et al, 2017), it was not a feature consistent with susceptibility at centromeres and telomeres. Nevertheless, we find that expression of centromere binding proteins, such as CENP proteins, are reduced in RB1 KO cells. In addition, condensin binding to centromeres is disrupted in cells lacking RB1 function (Coschi et al, 2014; Marshall et al, 2019). Collectively, reduced binding of centromere-associated proteins likely contributes to both centromere dysfunction, as well as increased UV susceptibility in RB1 KO cells.

Notably, non-histone DNA binding proteins have previously been shown to regulate UV susceptibility. Namely CTCF and ETS transcription factors alter UV lesion formation at their binding sites (Mao et al, 2016; Fredriksson et al, 2017; Hu et al, 2017). TRF1 of the telomere binding Shelterin complex also protects against UV lesion formation (Parikh et al, 2015). Shelterin provides a protein scaffold that promotes significant DNA compaction important for telomere protection (Bandaria et al, 2016). In addition, heterochromatin plays important roles in the regulation of telomere compaction. Specifically, loss of heterochromatic H3K9me3 in telomeres is associated with decreased heterochromatin protein 1 (HP1) association (García-Cao et al, 2002), which, in turn, impairs telomere cohesion and length maintenance (Canudas et al, 2011). Indeed, H3K9me3 is reduced in telomeric regions of RB1 KO cells, thus binding of heterochromatin proteins would be impaired, which could render associated DNA sequences more vulnerable to UV damage.

These results suggest that disruption of local chromatin structure can alter binding of chromatin-associated proteins that regulate UV susceptibility. These findings have important consequences on genome stability mechanisms that can become disrupted during cancer evolution. Many cancer drivers that are also chromatin regulators, such as RB1, have broad impacts across the genome (Gonzalo et al, 2005; Longworth & Dyson, 2010; Plass et al, 2013; Helin & Minucci, 2017; Valencia & Kadoch, 2019). One specific example is oncogenic Myc overexpression, which is common in cancers, and alters histone modifications globally (Knoepfler et al, 2006; Cotterman et al, 2008; Varlakhanova & Knoepfler, 2009). These global changes in chromatin structure likely impact the association of many DNA binding proteins, which ultimately can alter susceptibility to carcinogens and accelerate mutagenic potential in several regions of the genome.

Findings in this report demonstrate that loss of tumor suppressor function can accelerate mutagenesis via novel genome stability mechanisms that do not involve damage response pathways. These results provide a foundation for additional research on the regulation of carcinogen susceptibility and its disruption in diseases fueled by mutation, such as cancer.

## Materials and Methods

### Cell culture

Human fetal lung fibroblast IMR90 (Cat. no. CCL-186; ATCC) were obtained from ATCC. Cells were cultured at 37°C and 5% CO_2_ in DMEM with high glucose, sodium pyruvate, and L-glutamine (Cat. no. SH3024301; Hyclone), supplemented with 15% (vol/vol) FBS (Cat. no. S11150; Atlanta Biologicals) and 1% Pen/Strep (Cat. no. SV30010; Hyclone). HEK293T (Cat. no. CRL-3216; ATCC) cells were obtained from ATCC. Cells were cultured at 37°C and 5% CO_2_ in DMEM with high glucose, sodium pyruvate, and L-glutamine, supplemented with 10% (vol/vol) FBS and 1% Pen/Strep.

### CRISPR-Cas9 knockout cell creation

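The start codon of RB1 lies on chromosome 13 of GRCh37 at 48878049 to 48878051, on the plus strand, in exon 1 (48877887 to 48878185) of the gene, which spans 48877880 to 49173572. Without the cloning overhang, the guide sequence given in the paper is GCATGACGCCTTTCCGCGGC, of 20 bases. It has 1 exact match in the GRCh37 assembly, on the minus strand at 48878033 to 48878052, followed by the PAM GGG. The match spans the end of the 5′ UTR and the start codon. A cut 3 bases from the PAM falls between 48878035 and 48878036, in the 5′ UTR. The plus strand around it, from 48878013 to 48878072, reads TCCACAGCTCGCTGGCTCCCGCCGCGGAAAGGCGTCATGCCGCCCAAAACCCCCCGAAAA in the reference. Only exact matches were searched, and the edited sequence of the RB1 KO cells was not analysed here.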

Guide RNA was selected and designed to target *RB1* translational start site using the Broad design tool (Doench et al, 2016; Sanson et al, 2018) (guide RNA sequence: 5′-CACCGGCATGACGCCTTTCCGCGGC-3′ 3′-CCGTACTGCGGAAAGGCGCCGCAAA-5′) and cloned into lentiCRISPR plasmid (Cat. no. 49535; Addgene) and confirmed by Sanger sequencing. The construct was transfected into HEK293T cells with VSV-g, psPAX2 to produce virus to transduce IMR-90 cells. Puromycin resistant cells were pooled together. *RB1* disruption was confirmed by Western blot with anti-RB1 antibody (4H1, Cat. no. 9309; Cell Signaling Technology).

### CPD IP, library preparation, and sequencing

Wild-type and RB1 KO IMR90 cells were grown to full confluency to eliminate cell cycle effects on UV lesion acquisition. CPD IP was performed as previously described (García-Nieto et al, 2017). Cells were irradiated with 100 J/m^2^ UVC and were immediately lysed with 1% SDS buffer. Cell lysates were treated with RNase A (Cat. no. NC9729931; Thermo Fisher Scientific) and proteinase K (Cat. no. P2308; Sigma-Aldrich), followed by DNA precipitation with ethanol/sodium acetate. Purified DNA was then sonicated by a Bioruptor (Diagenode) and heated to 99°C to denature. The resulting single-stranded fragments were incubated with anti-CPD antibody (clone TDM-2; Cosmos Bio). Immunoprecipitated DNA fragments were repaired by CPD and 6-4PP photolyases (Selby & Sancar, 2012). Library preparation was performed with NEBNext Ultra II Directional RNA Second Strand Synthesis Module (Cat. no. E7550; NEB) and NEBNext ChIP-seq Library Prep Master Mix Set for Illumina (Cat. no. E6240; NEB) as instructed by the manufacturer. Paired-end sequencing was performed on HiSeq 4000 with read length of 100 bp.

### Western blotting

Cells were lysed by preheating lysis buffer (1% SDS and 25 mM Tris, pH 8.0) to 99°C and adding to cells. Lysates were then spun down at >18,000*g* and supernatants were separated on PAGE gels and transferred to polyvinylidene difluoride (PVDF) membranes (Cat. no. 1620177; Bio-Rad) at 100 V at room temperature for 1 h. The membrane was then blocked with 5% BSA (Cat. no. A-420; GoldBio) for 1 h at room temperature and incubated with primary antibody overnight at 4°C. Antibodies used are as follows: anti-H3K9me3, Cat. no. 8898; Abcam; anti-H3K27me3, Cat. no. 6002; Abcam; anti-tubulin Cat. no. sc-53030; Santa Cruz Biotechnology; anti-retinoblastoma 1, Cat. no. 9309; Cell Signaling Technology. The membrane was then incubated with peroxidase-coupled secondary antibody for 1 h at room temperature (donkey anti-rabbit IgG-HRP, Cat. no. NA-934; Cytiva; sheep anti-mouse IgG-HRP, Cat. no. NA-931; Cytiva; goat anti-rat IgG-HRP, NB7115; Novus Biological). Chemiluminescent signal was detected with Advansta Westernbright Quantum-HRP (K-12042). Tubulin was used as loading control.

### Histone chromatin IP (ChIP), library preparation, and sequencing

∼2 × 10^6^ confluent cells were fixed with 1% formaldehyde (Cat. no. BP-531; Thermo Fisher Scientific) for 5 min at room temperature under gentle agitation. Formaldehyde was then quenched with the final concentration of 0.125 M glycine. Cells were then washed with ice-cold PBS twice, and washed twice in micrococcal nuclease (MNase) buffer (50 mM Tris–HCl, pH 8.0, 250 mM sucrose, 25 mM KCI, 1 mM MgCl_2_, 1 mM CaCl_2_, 0.5 mM 2-mercaptoethanol, and 0.1% NP-40). Nuclei were isolated and DNA was digested with 400 gel units of MNase (Cat. no. M0247; NEB) for 16 min on ice, and digestion was terminated with MNase stop buffer (1% SDS, 50 mM Tris–HCl, pH 8.0, and 20 mM EGTA). Nuclei were then sonicated for 2 min on low with a bioruptor (30 s ON/OFF; Diagenode). Cell debris was removed by centrifugation at 20,000*g* for 15 min at 4°C. DNA fragment size was verified via bioanalyzer and most fragments (∼90%) were the size of mono or di-nucleosomes (<500 bp). The supernatant was diluted with RIPA buffer without SDS, and 5% of the sample was used as the input for the experiment.

It is important to note that we performed MNase digestion rather than sonication as a method to fragment heterochromatin. This is because when sonication was performed, the immunoprecipitated heterochromatin fragments were greater than 2 kb, whereas total input chromatin displayed a mean fragment size of 250 bp. We reasoned that heterochromatin does not adequately fragment when using sonication. If sonication were used, the vast majority of immunoprecipitated DNA would not be represented in sequencing reads, which requires less than 1 kb DNA fragments.

Antibodies (H3K9me3, Cat. no. 8898; Abcam; H3K27me3, Cat. no. 6002; Abcam, Rabbit IgG, Cat. no. 2729; Cell Signaling Technology) were pre-coupled to Protein G Dynabead (Cat. no. 10-0040D; Thermo Fisher Scientific) in RIPA buffer before IP with the sample. Coupled beads were blocked with 0.1 mg/ml BSA (Fraction V, sterile filtered) for 1 h. Samples were then incubated with antibody-coupled beads overnight at 4°C, followed by elution in elution buffer (1× TE with 1% SDS) at 30°C for 15 min. Eluted DNA–protein complexes were then treated with 10 mg of RNAse A at 37°C for 1 h and proteinase K treatment at 37°C for 2 h. Samples were de-crosslinked overnight at 65°C. De-Crosslinked DNA was purified using Chromatin IP DNA Purification Kit (Cat. no. 58002; Active Motif). Library preparation was performed using NEBNext Ultra II DNA Library Prep Kit for Illumina (Cat. no. E7645S; NEB) and NEBNext Multiplex Oligos for Illumina (Cat. no. 6440S; NEB) as instructed by the manufacturer. Paired-end sequencing was performed on HiSeq 4000 with read length of 100 bp.

### ChIP-sequencing data processing

Sequencing data were processed according to ENCODE (phase-3) specification for ChIP-seq, using the ENCODE Transcription Factor and Histone ChIP-Seq processing pipeline (The ENCODE Project Consortium, 2012) (github: https://github.com/ENCODE-DCC/chip-seq-pipeline2). In short, reads were aligned to the reference genome hg19 using Bowtie2 (Langmead & Salzberg, 2012). Aligned reads were then filtered and deduplicated based on their quality. Signal tracks of fold change were generated using MACS2.0 (Zhang et al, 2008) by normalizing IP signals by the input.

### RNA-sequencing and analysis

RNA was isolated from confluent cells using Quick-RNA Miniprep plus kit (Cat. no. T1057; Zymo Research). rRNA was then removed using Ribo-Zero Magnetic Kit (Cat. no. 20040526; Illumina), followed by library preparation using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (Cat. no. E7760S; NEB). RNA quality was examined on Agilent 2100 and all samples had RIN (RNA integrity number) of 10. At least 40 million paired-end reads with read length of 150 bp were sequenced per replicate on an Illumina NovaSeq 6000.

Raw sequencing reads were aligned to GrCh37 with gencode.v19.annotation.gtf using STAR with the following arguments: --readFilesCommand gunzip --outSAMtype BAM SortedByCoordinate --outSAMattributes Standard --quantMode GeneCounts --outFilterMultimapNmax 1 --outFilterMatchNmin 35 --twopassMode Basic (Dobin et al, 2013). Output quantification file was used as input to DESeq2 to identify differentially expressed genes, using cutoff padj = 0.1 (Love et al, 2014).

### Repetitive sequence analysis

Raw sequencing reads are aligned to hg19 with Bowtie2 (Langmead & Salzberg, 2012) with default settings. PCR duplicates were then removed with picard MarkDuplicates with --REMOVE_DUPLICATES=TRUE. De-duplicated bam files were then used as input of RepEnrich2 (Criscione et al, 2014) (github: https://github.com/nerettilab/RepEnrich2) to quantify reads aligned to each type of repetitive sequence as annotated by RepeatMasker. Briefly, RepEnrich2 builds a custom genome repeat reference using both the canonical sequence of each repeat and the annotated repetitive sequence of each repeat in RepeatMasker (Smit et al, 2013–2015). Each repeat is assigned to a specific repeat class through unique alignment. Reads that align to multiple families of repeats are divided amongst families.

Repeat enrichment analysis was performed using quantification as input of DESeq2 (Love et al, 2014). For histone modifications, input from RB1 KO and wild-type have different distributions of repeats. Therefore, DESeq2 was used to find significantly different repeats in both input and ChIP. Output log_2_ fold change value was used to compare the distribution of ChIP versus input via Wilcoxon paired test for each group. Permutation test was performed to assess how likely the difference is obtained by chance, and the result was corrected for multiple testing using Benjamini–Hochberg.

### Centromere and telomere analysis

Coordinates of centromeres and telomeres of hg19 were obtained from UCSC genome browser (table browser; assembly: Feb. 2009 (GRCh37/hg19), group = All Tracks, track = gap). Pericentric and subtelomeric regions are defined as the ±1 Mb region around the centromere and 100 kb region proximal to the telomere, respectively. Binned genomic regions of 100 kb that overlapped with the defined pericentric or subtelomeric regions were included in the analysis. The same number of regions were selected at random as control. Mann–Whitney *U* test indicates significant difference between 1,000 groups of random regions and selected regions.

### TAD analysis

A/B compartments of IMR-90 derived from Hi-C were obtained from Fortin and Hansen (2015). Adjacent compartments of the same type were merged to create a dense track for A/B compartments. Each compartment was binned into 50 bins and the median signal for each bin was calculated. The closed domains, shaded in red, were aligned in the middle with its flanking open domains on the side. The mean signal and 95% confidence interval obtained via bootstrapping (R = 1,000) is in black and grey, respectively.

### Melanoma mutation frequency analysis

Simple somatic mutation data for melanomas were downloaded from the International Cancer Genome Consortium Data Coordination Centre (Hayward et al, 2017) (https://dcc.icgc.org/). Acral melanoma that are not caused by UV exposure were discarded. Donors were separated into two groups based on their mutation status of RB1-pathway genes (including *RB1*, *CCND1*, *CCNE1*, *CDKN1A*, *CDKN1B*, *CDKN2A*, and *CDKN2B*). For genic mutational frequency analysis, only C>T and G>A mutation were counted. Mutation rates were normalized by cytosine and guanine content of the gene. Significant differences in mutation rates were detected via Willcox-test.

A set of consolidated cancer driver genes (n = 1,152) was compiled as the union of lists of cancer driver genes from the Catalog of Somatic Mutations (COSMIC) Cancer Gene Census (Tate et al, 2019), the PanCancer Driver Gene list (Bailey et al, 2018), the IntOGen cancer driver database (Gonzalez-Perez et al, 2013), and novel cancer driver genes identified by MutPanning (Dietlein et al, 2020).

### Mutation co-occurrence and exclusivity analysis

Eight non-overlapping melanoma studies (n = 1,970 tumors) from cBioPortal for Cancer Genomics were included in this analysis (Berger et al, 2012; Hodis et al, 2012; Krauthammer et al, 2012; Snyder et al, 2014; Van Allen et al, 2014; Akbani et al, 2015). The analysis was performed with the in-house tools of cBioPortal (Cerami et al, 2012; Gao et al, 2013). Briefly, odds ratio tests were performed to identify any mutually exclusive or co-occurring events. Fisher’s exact test was then performed to evaluate the significance of identified events. Two prostate adenocarcinoma studies (n = 2,478) and four breast cancer studies (n = 1,376) from cBioPortal for Cancer Genomics were also included in this analysis (The Oslo Breast Cancer Consortium (OSBREAC) et al, 2012; Banerji et al, 2012; Shah et al, 2012; PCF/SU2C International Prostate Cancer Dream Team et al, 2018; Nguyen et al, 2020). Three additional data sets included in the analysis are: “MSK-IMPACT sequencing of 720 Melanoma tumor samples with matched normals”; “TCGA Skin Cutaneous Melanoma Source data from GDAC Firehose”; and “Breast Invasive Carcinoma Source data from GDAC Firehose” (Cerami et al, 2012; Gao et al, 2013).

### qPCR UV interference assay

IMR-90 RB1 KO and wild-type cells were grown to confluency and exposed to indicated doses of UV. Cells were immediately lysed in 1% SDS buffer and DNA purified using Quick-DNA Miniprep Kit (D3024; Zymo Research). *GAPDH* was used as DNA loading control in qPCR assays. The percentage inhibition was calculated by first subtracting the Cq value for *TERT* from that of *GAPDH* within each −UV and +UV sample and cell line. The resulting −UV and +UV values were then subtracted from each other to calculate X, which was used in (1 − (1/2^X)) × 100 to calculate percent inhibition. *MECOM* primer sequences are: forward 5′-AGCAGGTCTTGATTCGACGTT-3′; reverse 5′-CACAGGTGAGGTCTGCCATA-3′. *GAPDH* primer sequences are: forward 5′-GACTGAGATTGGCCCGATG-3′; reverse 5′-GACTGAGATTGGCCCGATG-3′. *TERT* primer sequences are: forward 5′-CTGGAAGGTGAAGGGGCAG-3′; reverse 5′-GGGCTCCCAGTGGATTCG-3′.

### Telomere length quantification

Telomere length estimation was carried out using two separate programs: Teltale from St. Jude children’s research hospital (github: https://stjude.github.io/teltale/) and Telomere Hunter (Feuerbach et al, 2019). ChIP-Seq input from both RB1 KO and wild-type were aligned to hg19, and the resulting bam file was used as the input for both programs. Teltale counts the number of reads in the file consisting of seven or more consecutive occurrences of the telomere motif TTAGGG or its reverse complement. Telomere Hunter estimates the telomere content by counting telomeric reads and normalizing the count with the number of reads with comparable GC content. Unlike Teltale, Telomere Hunter also includes telomere variant repeats for analysis. The analysis was followed with telomere qPCR, as previously described (Cawthon, 2002). The primer sequences were: telo fwd, 5′-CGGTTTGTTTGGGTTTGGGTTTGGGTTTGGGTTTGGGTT-3′; and telo rev, 5′-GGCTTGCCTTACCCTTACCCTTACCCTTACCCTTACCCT-3′; 36B4 fwd, 5′-AGCAAGTGGGAAGGTGTAATCC-3′; and 36B4 rev, 5′-CCCATTCTATCATCAACGGGTACAA-3′. Primer pair teloF/R was used to estimate telomere content, and 36B4F/R was used as control.

### XR-seq repair analysis

CPD nucleotide excision repair rates were generated using eXcision Repair-sequencing (XR-seq) and downloaded from Gene Expression Omnibus accession GSE76391 (Adar et al, 2016). Briefly, normal human fibroblasts (NHF1) were irradiated with UVC and were collected 1, 4, 8, 16, 24, and 48 h after irradiation. TFIIH bounded chromatin containing CPD lesions were then immunoprecipitated with anti-TFIIH antibody, followed by IP with anti-CPD antibody. Replicates and strand-specific signals for each time point were averaged for analysis. Cumulative signals for each time point were calculated by summation with all previous time points.

## Data Availability

Data sets produced in this study are available on the Gene Expression Omnibus database under: GSE173125, GSE173126, GSE173127, and GSE173128. Computational scripts can be found at https://github.com/orgs/MorrisonLabSU/.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

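RNA-seq libraries of confluent IMR-90 cells were analysed, 2 from RB1 KO cells and 2 from wild-type cells, grouped by the genotype in the labels of the samples. The authors removed ribosomal RNA, made directional libraries, aligned the reads to GRCh37 with STAR (version 2.7.2b in the submitters' processing notes) and counted uniquely mapped reads per GENCODE v19 gene. The deposited values are raw counts in whole numbers, not normalized. The strand column that was kept is not stated in the paper. STAR leaves out reads that fall on overlapping genes it cannot separate, and the rule of 1 mapping place leaves out reads of identical copies, so that histone, ribosomal protein and other multicopy genes may be counted low.

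The count table holds 57820 gene IDs, 99 spike-in lines (92 ERCC and 7 SIRV) and 4 summary lines. The spike-in and summary lines stayed out of library sizes and tests. Unmapped reads made up 8.03% and 8.36% of all reads in the table in RB1 KO replicates 1 and 2 and 9.03% and 8.89% in wild-type replicates 1 and 2. The line for reads with more than 1 mapping place held 0 in each library, so such reads are probably among the unmapped. Reads outside genes made up 12.96%, 13.09%, 13.36% and 15.56% in the same order, and ambiguous reads 2.1%, 2.09%, 2.17% and 2.06%. ERCC counts were 0.207%, 0.21%, 0.187% and 0.135% of the gene counts. The paper's text does not mention spike-ins.

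Gene names and coordinates came from a later GENCODE release mapped to GRCh37, which paired 55538 IDs with a symbol and left 2282 without one. These held 2.53%, 2.9%, 3.11% and 2.35% of the gene counts. Of 70 replication-dependent histone genes 34 could be paired, and TPTE was not analysed here. Histones are given by their older names and other genes by their current symbols.

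Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest without the robust option, TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15), with Benjamini-Hochberg adjustment over the 16426 genes kept and calls at an adjusted p under 0.1. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. The biological coefficient of variation was 0.0867. CPM values use the TMM factors. The 33 gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over lists with at least 3 tested genes and calls at an adjusted p under 0.05. Camera was also run with an estimated correlation, for which the design leaves 2 residual degrees of freedom. Its p is taken from these 2, so after adjustment over lists hardly any list could pass.

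The lists, the tests and a first set of alternatives were fixed before the data were examined. The lists were written from general knowledge after Table S1 had been read. Genes named in the text are RB1, the shelterin genes, every CENP gene that passed and CENPE, CENPF and CENPW. They also include the 10 protein-coding genes with the largest increase and decrease among those that passed, had a mean of at least 1 CPM and had separate groups. In each list described, up to 4 passing genes with the smallest p are named, or, with fewer than 2 passing, the 2 with the highest mean CPM. The RB1 pathway genes of the Methods, TERT and TPTE complete the rule, and some genes that it names are not reported here. Values in Table S1 had been seen when it was written. COL22A1, which lies under 1 CPM, comes in through the collagen list. CENPQ in the plot of CENP genes and the reads of BRD8 and PELO were named after their values were seen.

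The alternatives were DESeq2 1.42.0, limma-voom, RLE factors, library totals only, upper-quartile factors, no filter, at least 10 counts in every library, removal of mitochondrial and structural RNA, an adjusted p under 0.05, the replicate number as a block, leaving out each library, and for lists an estimated correlation and fry. Factors from the summed ERCC counts, also with each library left out, and a crossed block were added after seeing the data. The replicate counts differed by more than sampling noise, with a chi-square per degree of freedom of 17.6 in RB1 KO and 18.8 in wild-type over genes with a mean of at least 20 counts. On simulated counts of 16109 genes with 200 changed, edgeR called 191 genes, of which 34 were false, and found 47.8%, 88.1% and 100% of changes of 0.5, 1 and 2 on the log2 scale. False calls took a larger share than the 0.1 of the cutoff. Changes were placed only on genes with a mean of at least 1 CPM. Genes were drawn independently of each other, unlike the members of correlated lists. Fisher's exact tests and loess trends with a span of 0.5 were used in the closing part. Gene length and GC content there were those of the longest annotated transcript. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 were used for tables and plots.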

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

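Chosen after the result was seen were the test of a label swap by CDKN2A, the test of the contractile genes, the tests of scaling and of single libraries for the ribosomal protein and histone genes, and the ERCC factors. The test of dividing cells was written before its list was computed, but Table S1, which has cell cycle genes among the lower genes, had been read.

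Lower cell division and kinetochore genes are the first pattern: the cell division list had a median of -0.36 in RB1 KO cells. Each fit without 1 library kept at least 0.69 of the median, removing the trend with GC content and gene length kept 1.04 of it and 4 other scalings kept at least 0.99, which argues against these as the whole cause, although without wild-type replicate 1 only 1 of 57 genes passed. Fewer dividing cells in the RB1 KO cultures at harvest stay open. E2F targets of G1/S and DNA replication had a median of -0.29 (camera, adjusted p = 1.81e-12, and adjusted p = 0.419 with an estimated correlation). The paper's flow cytometry of confluent cells found comparable cell cycle phases in both genotypes, with slightly fewer RB1 KO cells in S and in G2/M. This speaks against a large difference but not against a small one. It was described for the UV experiment and not for the RNA-seq cultures. Lower transcription per dividing cell would give the same values and stays open too. Effects of transduction and selection of the RB1 KO pool cannot be told apart from loss of RB1, for this pattern or those below. A swap of the genotype labels cannot be told apart. CDKN2A, which RB1 represses, had a log2 fold change of 0.43 that did not pass. It was at 0.61 without RB1 KO replicate 1 and at 0.24 without RB1 KO replicate 2. E2F targets, which RB1 represses as well, had 67 of 68 values negative, the direction that a swap would give. Fewer dividing cells would give this direction too. The paper's Western blot shows loss of RB1 protein.

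Higher extracellular matrix genes are the next pattern, with a median of 0.24 over collagens and glycoproteins. Fits without 1 library kept at least 0.78 of it, removing the GC content and length trend kept 0.96, and library totals as the only scaling kept 0.72, against these as the whole cause. A contractile myofibroblast state could not be decided: that list did not pass (camera, adjusted p = 0.411) and its genes went both ways. Whether the amount per cell rose stays open: with ERCC factors the medians of the collagens and glycoproteins were -0.21 and -0.27 against -0.49 for all genes, but 0.08 and 0.03 against -0.21 without wild-type replicate 2, and how the spike-ins were added is not stated.

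Lower ribosomal protein and histone genes are the last pattern, with a median of -0.18. Removing the GC content and length trend kept 0.92 of it, with 0.89 for ribosomal proteins and 0.81 for histones. Length was that of the longest annotated transcript, with a median of 1915 bases for ribosomal protein genes, which may exceed the transcript in use. All tested genes up to 1687 bases had a median of -0.083, and those of at least 5876 bases 0.028. A bias of short transcripts is therefore not excluded. Other scalings kept at least 0.97, and fits without 1 library at least 0.58, the smallest without wild-type replicate 1. Reads shared between near-identical copies were not tested and may act on these genes in any setting. A biological cause was not tested and stays a hypothesis. With an estimated correlation the lists had adjusted p of 0.419 and 0.426 (camera), which with 2 residual degrees of freedom does not decide it.

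The lists below lie outside what the paper discusses for its RNA-seq and passed camera, and each has an adjusted p of at least 0.363 with an estimated correlation. Condensin had a median of -0.26, which did not pass without wild-type replicate 1 (-0.21), and histone chaperones -0.20, which was -0.13 there. Of 68 E2F targets, E2F8 (-0.89), RFC5 (-0.48) and CCNA2 (-0.34) fell and 46 were lower when adjusted over the list alone, with a median of -0.29, or -0.17 without wild-type replicate 1. RFC5 did not pass with DESeq2, limma-voom, RLE factors, no filter or at least 10 counts in every library, nor CCNA2 with DESeq2 or no filter, and library totals gave 12 lower, upper-quartile factors 8 and no filter 1. None of the 3 passed without wild-type replicate 1 (-0.92, -0.48 and -0.26), nor RFC5 without RB1 KO replicate 1 (-0.45) or wild-type replicate 2 (-0.47), and edgeR called 6, 31 and 13 of the list lower without RB1 KO replicate 1, RB1 KO replicate 2 and wild-type replicate 2. Of 32 p53 targets, ZMAT3 (0.45) rose, PLK2 had 0.19 and 10 were higher and 1 lower when adjusted over the list alone, with a median of 0.16; ZMAT3 (0.40) did not pass without wild-type replicate 1, and edgeR called 3 and 5 higher without RB1 KO replicates 1 and 2, and 1 lower without the former, while DESeq2 called 4 higher and library totals gave a median of 0.09. PLK2 values overlapped between the genotypes, at 387 ± 23.7 CPM (SD, n = 2) in RB1 KO cells and 339 ± 55.8 CPM (SD, n = 2) in wild-type cells. Of 34 senescence-associated secreted factors, 6 rose, IGFBP3 (0.68), IL11 (0.84) and CCL2 (1.21) among them, and 1 fell, while 14 were higher and 1 lower when adjusted over the list alone. Their median of 0.29 was -0.06 without RB1 KO replicate 2 (camera, adjusted p = 0.962), and 0.74 and 0.55 without RB1 KO replicate 1 and wild-type replicate 1 and 0.51 with no filter. EdgeR called 23 higher without RB1 KO replicate 1 and 10 lower without RB1 KO replicate 2, and DESeq2 called 0 lower. Of 33 genes of hypoxia and glycolysis, SLC2A1 (0.95) and P4HA1 (0.39) rose and 15 were higher when adjusted over the list alone, with a median of 0.19; P4HA1 (0.40) did not pass without wild-type replicate 1, and edgeR called 7 and 4 higher without RB1 KO replicates 1 and 2, as DESeq2 called 6, with a median of 0.13 under library totals. Of 20 lung fibroblast markers, LUM (0.68) and CD248 (0.52) rose and TBX4 (-1.95) fell, and 7 were higher and 1 lower when adjusted over the list alone, with a median of 0.20; edgeR called 7 and 5 higher without RB1 KO replicate 2 and wild-type replicate 2 and 4 with no filter, and DESeq2 called 7. Of 6 epithelial markers, KRT7 (-1.58) fell, KRT8 and KRT18 had -0.13 and -0.51 and 2 were lower when adjusted over the list alone, with a median of -0.55, which was -0.32 without RB1 KO replicate 1 (camera, adjusted p = 0.0654), -0.25 without wild-type replicate 1 (camera, adjusted p = 0.0488) and -0.41 with no filter (camera, adjusted p = 0.1091), while KRT7 (-1.50) did not pass without wild-type replicate 1. Of 6 endothelial markers, KDR (1.84) and TEK (0.47) rose and 4 were higher when adjusted over the list alone, with a median of 0.68, which was 0.48 without wild-type replicate 2 (camera, adjusted p = 0.0713), while TEK (0.46) did not pass without wild-type replicate 1. The 13 mitochondrially encoded messenger RNAs, of which 0 passed edgeR, 3 were lower in DESeq2 and 8 were lower at an unadjusted p under 0.05, MT-CO1 at 0.02 and MT-CO3 at -0.20, had a median of -0.49, which was -0.23 without wild-type replicate 2 (camera, adjusted p = 0.184), -0.25 without RB1 KO replicate 1 and -0.75 without RB1 KO replicate 2, where edgeR called 8 lower. RFC5, CCNA2, KRT7, KRT8 and KRT18 overlap genes on the opposite strand and MT-CO3 overlaps another on the same strand.

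Spike-ins, which the paper does not mention, took 0.207% and 0.21% of the gene counts in RB1 KO replicates 1 and 2 and 0.187% and 0.135% in wild-type replicates 1 and 2, counting ERCC only. The log2 ratio of their share in RB1 KO over wild-type was 0.37, with 0.16 without wild-type replicate 2 and 0.63 without wild-type replicate 1. Whether spike-ins were added per cell or per amount of RNA is not stated, so ERCC-scaled values need not give amounts per cell. Over 36 ERCC lines the log2 ratios had an SD of 0.26 around it.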

How the results depend on the processing

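The factors from the ERCC spike-ins and the crossed block were chosen after seeing the data. Over the alternatives fixed before the data were examined, the lists of the paper's categories gave 153 values with the same direction and side of the threshold, 20 that no longer passed, 2 that newly passed and 1 that reversed, and the named genes gave 1170, 172, 8 and 6, and the other lists 284, 32, 9 and 10. The alternative of an adjusted p under 0.05 changed the calls of genes only, so every list counts as the same there by construction. Genes named only as members of the other lists that did not pass, such as ATRX, LMNA, PLK2, KRT18 and HSPA8, were not in this tally. Their values were not followed over the alternatives and may depend on single libraries. The cause of a change was not tested except where the setting itself shows it. Fry, which tests a list by itself and not against other genes, passed 0 lists (smallest adjusted p 0.104) and is counted above as not passing. An estimated correlation between genes, which rests on 2 residual degrees of freedom, was 0.736 for cell division, 0.55 for the kinetochore, 0.761 for histones, 0.562 for ribosomal proteins and 0.388 for CENP genes against the preset 0.01, and at most 0.097 for the collagens, glycoproteins and PI3K-Akt genes. With it camera calls were lost at medians of -0.285 for CENP genes, -0.3021 for the kinetochore, -0.2827 for replication-dependent histones, -0.3644 for cell division, 0.2791 for collagens, 0.225 for glycoproteins, 0.2088 and 0.055 for upstream PI3K-Akt genes and its transducers, and -0.1635 for ribosomal proteins. Since p then rests on 2 degrees of freedom, calls were lost also where the estimate lay under the preset, as for upstream PI3K-Akt genes (0.004). Cohesion newly passed with limma-voom (-0.0912) and library totals (-0.1584). Library totals gave 326 lower genes and turned the PI3K-Akt transducers (-0.0116), interferon (-0.0239) and immediate early lists (-0.0635), and upper-quartile factors turned the last (-0.0203). No filter, with more genes tested, gave 90 lower, and an adjusted p under 0.05 gave 157 higher and 65 lower.

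Whether the replicate numbers pair the libraries is not stated. Deviations of same-numbered libraries correlated with -0.2, which gives no sign of such a pairing but cannot exclude it. With a replicate block, which costs 1 of the 2 residual degrees of freedom, 152 genes were higher and 74 lower. A replicate block with the numbers crossed gave 1612 higher and 1362 lower, a pairing picked from the data.

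With ERCC factors 11 genes were higher and 168 lower, as all genes moved to -0.4862 (-0.2051 without wild-type replicate 2 and -0.7196 without wild-type replicate 1), and these medians turned negative: collagens -0.2118, glycoproteins -0.2689, matrix enzymes -0.2569, upstream PI3K-Akt genes -0.2737, transducers -0.4337, Wnt -0.3832, Hippo -0.3913, p53 targets -0.3262, secreted factors -0.1774, interferon -0.427, hypoxia -0.2754, smooth muscle -0.3855, lung fibroblast -0.2773 and immediate early -0.4786. Without wild-type replicate 2 those of collagens (0.0759), glycoproteins (0.0336), lung fibroblast markers (0.006) and secreted factors (0.1747) stayed positive, as did the last without RB1 KO replicate 1 (0.2129). With all 4 libraries these genes turned too: RB1 (-0.3614), TERF2IP (-0.4045), STAG1 (-0.4058), PRKAA1 (-0.1604), FZD6 (-0.0299), TGFBR2 (-0.1402), VGLL3 (-0.0647), LATS2 (-0.1008), ZMAT3 (-0.0387), HLA-E (-0.0783), HLA-B (-0.0875), P4HA1 (-0.0923), TEK (-0.0139), FOS (-0.0972), CCND1 (-0.1924), CDKN1A (-0.1953), CDKN2A (-0.066) and CDKN2B (-0.0594).

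Without 1 library, counts ran from 186 to 770 higher and 69 to 661 lower. Among the lists and genes in the tally above, values that reversed ran from -0.059 to 0.0469 for RB1 pathway genes, -0.055 to 0.7409 for secreted factors, -0.0547 to 0.2081 for smooth muscle, -0.043 to 0.1049 for immediate early genes, -0.1522 to 0.0324 for TERF1, -0.1182 to 0.0417 for TERF2, -0.1649 to 0.0848 for POT1, -0.2657 to 0.0493 for CCNE1 and -0.1464 to 0.0122 for CDKN1B. The PI3K-Akt transducers (0.0582 to 0.0957) lost their call in 2 of these fits, and calls lost by the condensin, Hippo, epithelial, endothelial and mitochondrial lists and by named genes are given beside those results. These fits take the spread of the lone library from the other genotype.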

Differences from the paper's values

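Of the genes that the paper's Table S1 gives for each term, fewer were called here by edgeR at the adjusted p of 0.1 that the paper states for DESeq2. Every one that could be matched had the paper's direction. Since these genes were chosen on the same samples, that direction is not independent evidence. For the extracellular matrix the paper has 41 genes higher and 19 were called here; DESeq2 (34) and the fit without RB1 KO replicate 2 (30) come within 1.5 times of the paper's number. For PI3K-Akt signaling the paper has 33 and here 14 were called, with DESeq2 (31) and the fit without RB1 KO replicate 2 (23) within that range. For pathways in cancer the paper has 29 and here 19 were called, with DESeq2 (25) and the fits without RB1 KO replicate 1 (20) or 2 (26) within it. For platelet-derived growth factor binding the paper has 6 and edgeR called 0 here, with 5 at an unadjusted p under 0.05 and DESeq2 (5) within the range.

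For cell division the paper has 17 genes lower and 8 were called here, with DESeq2 (12), library totals (15) and the fits without RB1 KO replicate 2 (17) or wild-type replicate 2 (16) within the range. For sister chromatid cohesion the paper has 8 and 3 were called here, for kinetochore 8 and 4, and for cell cycle 8 and 3. DESeq2 (7 in each), library totals (7, 8 and 7) and the fits without RB1 KO replicate 2 or wild-type replicate 2 (8 in each) come within it. For ribosome the paper has 12 and 1 was called here, with library totals (11) and the fit without RB1 KO replicate 2 (12) within the range and DESeq2 (5) outside it. All other alternatives fixed before the data were examined stayed outside for these terms.

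The paper lists CENPE among the lower genes. Here its log2 fold change was -0.36 and it did not pass (adjusted p = 0.137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while it passed with library totals (adjusted p = 0.078), without RB1 KO replicate 2 (0.0029) and without wild-type replicate 2 (0.0498). It did not pass in any other alternative fixed before the data were examined, and was at -0.24 without wild-type replicate 1. For the crossed block only the counts of genes were kept.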

Other observations

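Of 37 genes of the interferon response and MHC class I, 3 rose in edgeR, HLA-E (0.40) and HLA-B (0.38) among them, 34 did not pass, and the list did not pass (median 0.04, camera, adjusted p = 0.101), while it did with limma-voom (adjusted p = 0.0322). Its median was -0.02 with library totals, 0.01 without RB1 KO replicate 1 or wild-type replicate 1 and 0.09 without RB1 KO replicate 2. Adjusted over this list alone, 5 were higher and 1 lower. EdgeR called 0 of the list higher without wild-type replicate 1, with HLA-E at 0.40 and HLA-B at 0.45, and 1 without wild-type replicate 2, where HLA-B (0.33) did not pass, as with library totals (0.32) and no filter (0.39). Of 18 smooth muscle and contractile genes, SYNPO2 (0.48) rose and MYH11 (-0.85) and DES (-1.68) fell, and 2 were higher and 2 lower when adjusted over the list alone. The median of 0.08 and the mean of -0.07 have opposite signs, and the list passed camera without wild-type replicate 1 (median 0.21, adjusted p = 0.031) while its median was -0.04 without RB1 KO replicate 2 and -0.05 without wild-type replicate 2. MYH11 (-0.60) and DES (-1.54) did not pass without wild-type replicate 1, nor SYNPO2 (0.38) without wild-type replicate 2. HLA-B and MYH11 overlap genes on the opposite strand, as does DDB1 below.

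Of 37 nucleotide excision repair genes, 0 passed in edgeR, DESeq2 or limma-voom and 6 were lower at an unadjusted p under 0.05, with a median of -0.04 (camera, adjusted p = 0.0839), while edgeR called 3 lower without RB1 KO replicate 2. DDB1, which recognizes UV lesions with DDB2, had a log2 fold change of -0.02 and RAD23B of 0.08. Camera passed this list with limma-voom (adjusted p = 0.0321) and library totals (adjusted p = 0.021). Of 29 immediate early and stress genes, FOS (0.38) rose, HSPA8 and ATF4 had -0.05 and 0.07 and 3 were higher and 1 lower when adjusted over the list alone, with a median of 0.00 (camera, adjusted p = 0.572). FOS did not pass without RB1 KO replicate 2 (0.27), wild-type replicate 1 (0.44) or wild-type replicate 2 (0.33), or with limma-voom, library totals or no filter, and edgeR called 7 of the list higher without RB1 KO replicate 1. The list's median was -0.04 without RB1 KO replicate 2 or wild-type replicate 2. Of the immune markers 2 could be tested, CORO1A (-0.75) and CD14 (1.78), and 0 passed edgeR.

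That loss of RB1 changes transcription of genes near chromosome ends and centromeres as a set was tested as a hypothesis, written before the result was seen. Of 1279 annotated genes within 100 kb of a telomere or 1 Mb of a centromere, 157 could be tested. EMB and EPHA3, both in windows beside centromeres, were lower and 0 higher in edgeR, or 1.27% against 2.91% of other genes (Fisher's exact test p = 0.334). These windows lay beside assembly gaps of at least 3 Mb, which can be wider than the centromere. EPHA3 reaches into its window only with its end. The median was -0.06 over 40 of 198 genes beside telomeres and 0.03 over 117 of 1081 beside centromeres (camera, adjusted p = 0.584 for each). This argues against such a change at the size this test could see, only for the genes expressed enough to be tested. EMB is named because it passed there.

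Gain or loss of a whole chromosome in most RB1 KO cells was tested in the same way. The autosome with the median farthest from 0 was chromosome 19, at -0.046, which argues against it for the autosomes.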
